# Surveillance of cohesin-supported chromosome structure controls meiotic progression

**DOI:** 10.1038/s41467-020-18219-9

**Published:** 2020-08-28

**Authors:** Maikel Castellano-Pozo, Sarai Pacheco, Georgios Sioutas, Angel Luis Jaso-Tamame, Marian H. Dore, Mohammad M. Karimi, Enrique Martinez-Perez

**Keywords:** Checkpoints, Meiosis, Chromosomes, Nuclear organization

## Abstract

Chromosome movements and programmed DNA double-strand breaks (DSBs) promote homologue pairing and initiate recombination at meiosis onset. Meiotic progression involves checkpoint-controlled termination of these events when all homologue pairs achieve synapsis and form crossover precursors. Exploiting the temporo-spatial organisation of the *C. elegans* germline and time-resolved methods of protein removal, we show that surveillance of the synaptonemal complex (SC) controls meiotic progression. In nuclei with fully synapsed homologues and crossover precursors, removing different meiosis-specific cohesin complexes, which are individually required for SC stability, or a SC central region component causes functional redeployment of the chromosome movement and DSB machinery, triggering whole-nucleus reorganisation. This apparent reversal of the meiotic programme requires CHK-2 kinase reactivation via signalling from chromosome axes containing HORMA proteins, but occurs in the absence of transcriptional changes. Our results uncover an unexpected plasticity of the meiotic programme and show how chromosome signalling orchestrates nuclear organisation and meiotic progression.

## Abstract (web summary)

Meiosis-specific cohesins and the synaptonemal complex are essential for meiotic chromosome structure and function. Here the authors show that continued surveillance of these chromosome structures controls meiotic progression by regulating CHK-2, a master regulator of pairing and recombination.

## Introduction

The formation of haploid gametes from diploid germ cells during meiosis constitutes a cornerstone of sexual reproduction. Defects in this process cause sterility and aneuploid gametes that impair fitness of the resulting progeny. Accurate transmission of chromosomes into the gametes depends critically on the establishment of crossover (CO) events between paternal and maternal homologous chromosomes (homologues) during the long prophase preceding the first meiotic division, when COs, together with sister chromatid cohesion (SCC), ensure correct chromosome orientation on the spindle^1^. Thus, meiotic cells have evolved meiosis-specific chromosome structures and surveillance mechanisms to ensure that every pair of homologues is connected by COs before nuclei proceed to the first meiotic division.

Meiotic chromosome morphogenesis requires the assembly of proteinaceous axial elements containing meiosis-specific versions of cohesin, the complex that provides SCC. In yeast loading of cohesin-containing Rec8, a meiosis-specific version of cohesin’s mitotic kleisin Scc1^2^, ensures proper meiotic chromosome function. Higher eukaryotes use additional meiosis-specific kleisins, including Rad21L in mouse and the highly identical COH-3 and COH-4 in *Caenorhabditis* *elegans*^3–5^. In addition to establishing SCC, loading of meiotic cohesin promotes recruitment of HORMA-domain proteins (HORMADs) to axial elements, rendering chromosomes competent to initiate meiotic recombination, via the formation of DNA double-strand breaks (DSBs), and to undergo pairing of homologous chromosomes. Homologue pairing is also facilitated by cytoskeleton-driven chromosome movements during early meiotic prophase and culminates with the assembly of the synaptonemal complex (SC), a ladder-like structure that bridges together the axial elements of aligned homologues^6^. This process, known as synapsis, stabilises homologue interactions and is essential to ensure that a subset of DSBs become CO-designated sites during the pachytene stage of meiotic prophase, which is defined by full synapsis. Thus, the processes leading to CO formation are closely integrated with the establishment of meiosis-specific chromosome structures built over a cohesin scaffold. However, how different cohesin complexes and the SC contribute to meiotic chromosome function once full synapsis is achieved and CO precursors are formed remains poorly understood.

The formation and repair of DSBs into COs is mechanistically coupled to early meiotic progression by a network of surveillance mechanisms that monitor specific, but incompletely understood, pairing and recombination intermediates^7^. The presence (or absence) of these meiotic chromosome metabolism intermediates results in signals that feedback to regulate checkpoint kinases, which then target components of the pairing, recombination, and cell cycle machineries^8^. These quality control mechanisms fulfil two important roles. Firstly, they act to limit the temporal window during which nuclei remain competent for DSB formation, ensuring timely cessation of this activity once CO precursors are formed on all chromosomes, thus preventing the genotoxic effects of excess DSBs. Secondly, they regulate meiotic progression in a checkpoint manner, inducing arrest of nuclei at the stage when defects in specific CO-promoting events are first detected. For example, mutations that impair DSB processing into CO precursors cause extension of DSB-permissive stages in yeast and *C. elegans*^9–11^. The regulated exit from DSB-permissive stages represents a fundamental transition of the meiotic programme, but how nucleus-wide loss in competence for DSB formation is sustained remains unclear.

The *C. elegans* germline provides a powerful system to investigate how feedback mechanisms integrate pairing and recombination with early meiotic progression^12^. CHK-2 promotes DSB formation, chromosome movement, and SC assembly during early prophase and the temporal window of CHK-2 activity is controlled by feedback from the progression of these events mediated by HORMADs^13–15^. Despite sharing some components, these feedback mechanisms are mechanistically different from checkpoints that induce apoptosis of nuclei with persistent DNA damage or asynapsed chromosomes at late pachytene^16,17^. Importantly, SC assembly is independent of recombination in worms^18^ and both processes are under surveillance to feedback on CHK-2^19^. In wild-type germlines synapsis induces termination of CHK-2-dependent chromosome movements by pachytene entrance, while the formation of CO precursors triggers loss of CHK-2-dependent markers of DSB formation by mid pachytene. Once achieved, nucleus-wide loss of CHK-2 activity is thought of as a unidirectional transition of the meiotic programme that leads to the completion of recombination and progression towards chromosome segregation.

In the current work, we combine the experimental advantages of the *C. elegans* germline with temporally resolved protein removal methods to investigate how cohesin and the SC contribute to meiotic chromosome function once full synapsis and early recombination steps are completed. We uncover a role for REC-8 and COH-3/4 cohesin in promoting SC stability and demonstrate that direct or indirect, via cohesin removal, SC disassembly triggers rapid and nucleus-wide redeployment of the pairing and recombination machinery, inducing drastic changes in nuclear organisation. This apparent reversal in meiotic progression requires CHK-2 reactivation mediated by HORMA protein HTP-1, but occurs in the absence of transcriptional changes. Our findings have important implications for understanding the quality control mechanisms that ensure fertility in higher eukaryotes.

## Results

### Time-resolved removal of specific cohesin complexes from pachytene nuclei

*C. elegans* expresses two types of meiosis-specific cohesin complexes defined by their kleisin subunit: REC-8^4^ and the highly identical (84%) and functionally redundant COH-3 and COH-4^3^ (referred to as COH-3/4 from now on). Both REC-8 and COH-3/4 are prominent components of pachytene axial elements and mutant analysis has uncovered overlapping roles for REC-8 and COH-3/4 cohesin in axis assembly, as well as non-overlapping roles in SCC, pairing, synapsis, and recombination^3,4,20,21^. Crucially, however, *rec-8* and *coh-3/4* mutants display severe chromosome organisation defects from the onset of meiosis, making mutant analysis impractical for clarifying the roles of REC-8 and COH-3/4 complexes during pachytene. To bypass this intrinsic limitation of kleisin mutant analysis, we created kleisin versions that can be removed from meiotic chromosomes in a temporally controlled manner by introducing three repeats of the TEV protease recognition motif in REC-8 (after Q289) and COH-3 (after I315). TEV-mediated cleavage of kleisin subunits mimics cleavage by separase at anaphase onset, and this approach has been successfully used to rapidly remove cohesin from chromosomes in vivo in other organisms^22,23^. Both REC-8^3XTEV^::GFP and COH-3^3XTEV^::mCherry were fully functional, as single-copy transgenes expressing REC-8 and COH-3 from their respective promoter and 3′ UTRs complemented the meiotic defects of *rec-8* and *coh-3 coh-4* mutants, respectively (Supplementary Fig. 1a, b). Unless otherwise indicated, TEV experiments described below were performed in germlines from worms expressing REC-8^3XTEV^::GFP or COH-3^3XTEV^::mCherry in backgrounds carrying null mutations in *rec-8* or *coh-3 coh-4*, respectively.

The sequential stages of meiotic prophase are easily identified in the *C. elegans* germline based on the position of nuclei within the germline, nuclear appearance, and by cytological markers of specific meiotic events (Fig. 1a). Nuclei in leptotene–zygotene stages (transition zone) are characterised by chromosome clustering and by markers of chromosome movement, SC assembly, and DSB formation. Entry into pachytene is marked by chromosome dispersal, high numbers of early recombination intermediates, and full SC assembly. By late pachytene, markers of early recombination disappear and CO-designated sites emerge. Since germ cells in *C. elegans* are syncytial, we reasoned that microinjection of the TEV protease into the germline of live worms would allow us to remove REC-8^3XTEV^::GFP or COH-3^3XTEV^::mCherry from the large population of nuclei at the pachytene stage. Indeed, germlines dissected and fixed 3.5 h after TEV injection demonstrated efficient removal of REC-8^3XTEV^::GFP or COH-3^3XTEV^::mCherry from axial elements at all stages of meiotic prophase while non-targeted complexes remained bound to chromosomes (Fig. 1b and Supplementary Fig. 1d, e). Importantly, nuclei take about 36 h to progress through pachytene^24^, migrating at a rate of approximately one cell row per hour^25^ (Fig. 1a). Therefore, germline dissection 3.5 h post TEV injection allowed us to directly address the functional requirement of REC-8 and COH-3/4 cohesin at all substages of pachytene. TEV injection in control germlines expressing REC-8::GFP or COH-3::mCherry without the TEV motif confirmed that only TEV-tagged versions are removed following injection (Supplementary Fig. 1c). Thus, this TEV-based approach provides a powerful tool to rapidly and specifically remove different cohesin complexes from pachytene chromosomes.

**Fig. 1:**
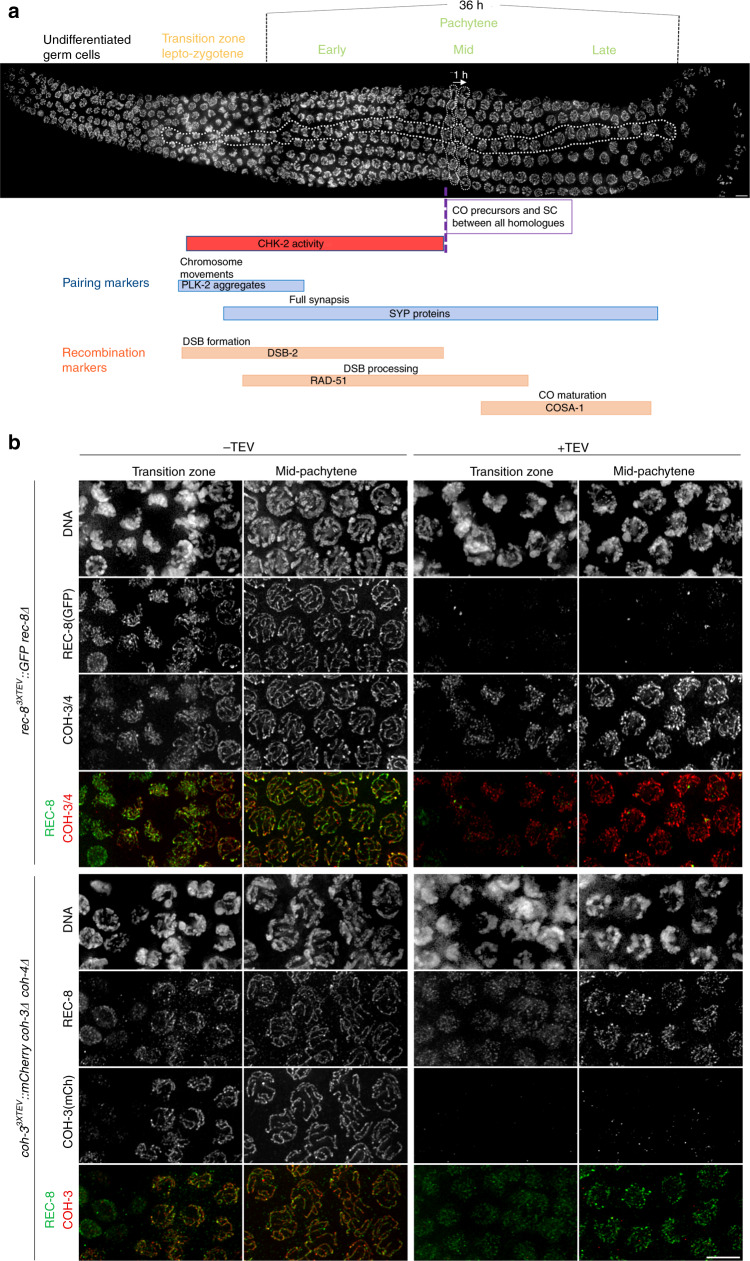
TEV-mediated cohesin removal in the *C. elegans* germline. **a** Example of a dissected wild-type *C. elegans* germline stained with DAPI indicating key meiotic events and the timing of appearance and disappearance of different cytological markers of pairing and recombination. The horizontal dotted line encloses 34 nuclei progressing from leptotene to late pachytene. Nuclei move horizontally along the germline at a rate of ~1 row per hour, as indicated by two vertical rows of nuclei enclosed by dotted lines. REC-8 and COH-3 localisation in the same germline is shown in Supplementary Fig. 1e. **b** Projections of nuclei at the indicated stages before and after (3.5 h) TEV injection demonstrating efficient and specific removal of REC-8^3XTEV^::GFP and COH-3^3XTEV^::mCherry. Data are representative of two independent experiments. Scale bar =  5 µm. See also Supplementary Fig. 1.

### Removal of REC-8 or COH-3/4 cohesin induces SC disassembly

Having set up conditions to rapidly remove cohesin from chromosomes, we investigated the contribution of REC-8 and COH-3/4 complexes to axial elements and the SC in pachytene nuclei, as these structures are assembled over a cohesin scaffold during leptotene–zygotene. The central region of the SC in *C. elegans* is composed of four proteins (SYP-1–4) that are interdependent for their loading during early prophase^26–29^. Using anti-SYP-1 antibodies we observed that removal of REC-8^3XTEV^::GFP or COH-3^3XTEV^::mCherry caused SC disassembly at all stages of meiotic prophase (Fig. 2a and Supplementary Fig. 2a). In contrast, the SC remained intact when COH-3^3XTEV^::mCherry was removed from pachytene nuclei of worms expressing the wild-type version of COH-4 from the endogenous locus (Supplementary Fig. 2b), consistent with the functional redundancy of COH-3/4^3^. These results show that REC-8 and COH-3/4 are individually required for SC stability in pachytene nuclei.

**Fig. 2:**
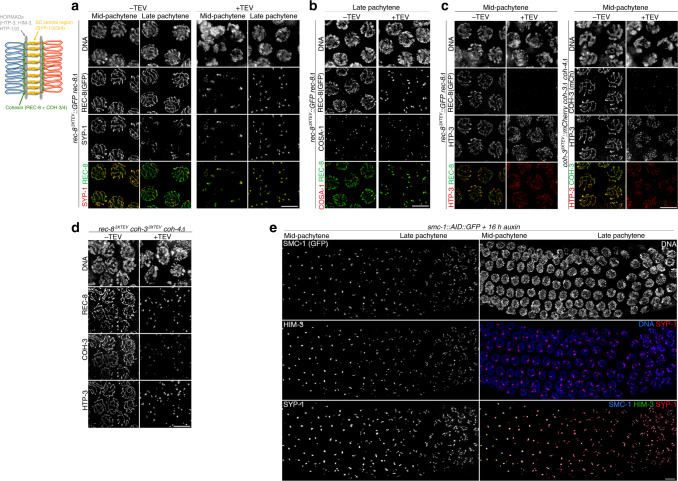
Effect of cohesin removal in the chromosomal structures of pachytene nuclei. Diagram of a pair of synapsed homologues at the pachytene stage indicating the localisation of axis and SC components. **a**–**d** Contain projections of nuclei at the indicated stages before and after (3.5 h) TEV injection acquired on a Delta Vision microscope, while **e** shows nuclei after auxin degron-mediated depletion of SMC-1::AID:GFP acquired with a SIM microscope. **a** TEV-mediated removal of REC-8^3XTEV^::GFP induces SC disassembly. **b** COSA-1 foci persist following TEV-mediated removal of REC-8^3XTEV^::GFP. **c** Axial elements containing HTP-3 persist following TEV-mediated removal of REC-8^3XTEV^::GFP or COH-3^3XTEV^::mCherry. Note that HTP-3 signals appear more discontinuous when COH-3^3XTEV^::mCherry is removed. **d** Simultaneous depletion of REC-8^3XTEV^ and COH-3^3XTEV^ results in axial element disassembly. **e** Auxin degron-mediated depletion of SMC-1::AID::GFP for 16 h induces axis and SC disassembly. Data are representative of two independent experiments. Scale bar = 5 µm in all panels. See also Supplementary Fig. 2.

In most germlines, REC-8^3XTEV^::GFP cleavage caused concentration of SYP-1 in a few aggregates per nucleus, where it colocalized with remaining GFP (REC-8) signals (Fig. 2a). These aggregates were more prominent in late pachytene nuclei, where they typically appeared as 6 chromosome-associated short stretches (Fig. 2a). Since late pachytene nuclei in worms contain six CO-designated sites, one per homologue pair, that are visible as 6 COSA-1 foci^30^, we tagged the *cosa-1* gene with HA using CRISPR and crossed this allele into the REC-8^3XTEV^::GFP strain. Following TEV injection, we observed that 92% of persistent REC-8^3XTEV^::GFP stretches in late pachytene were associated with a COSA-1 focus and that most nuclei contained 6 COSA-1 foci (Fig. 2b and Supplementary Figs. 2c, d). These observations suggest that REC-8 cohesin is locally regulated around CO-designated sites.

### Disassembly of axial elements requires simultaneous removal of REC-8 and COH-3/4

Axial elements in *C. elegans* require HORMAD HTP-3, which is recruited to chromosomes at meiotic onset in a cohesin-dependent manner^3,31,32^. HTP-3 then acts as a scaffold for the recruitment of additional HORMADs: HIM-3 and HTP-1/2, which play multiple roles in pairing, synapsis, recombination, and SCC release during the meiotic divisions^33–36^. All four HORMADs localise along the whole length of axial elements until late pachytene, when COs trigger restricted removal of HTP-1/2^37^. In contrast to SC central region components, all HORMADs remained associated with axial elements following cleavage of REC-8^3XTEV^::GFP or COH-3^3XTEV^::mCherry (Fig. 2c and Supplementary Figs. 2e–g). We noted that staining of HORMADs became weaker and more discontinuous following removal of COH-3^3XTEV^::mCherry than REC-8^3XTEV^::GFP, suggesting that COH-3/4 cohesin makes a larger contribution to axis integrity in pachytene nuclei, in agreement with the weaker axis appearance observed in *coh-3 coh-4* double mutants when compared to *rec-8* mutants^3^. To confirm that both types of cohesin promote axis integrity in pachytene nuclei, we used CRISPR to introduce the 3XTEV motifs in *rec-8* and *coh-3* in a strain carrying a *coh-4* null mutation. TEV injection in these germlines induced efficient removal of both REC-8 and COH-3 from axial elements (Fig. 2d) and caused loss of HTP-3 tracks, confirming that both REC-8 and COH-3 cohesin promote axis stability in pachytene. We further tested this by depleting SMC-1, which should affect all types of cohesin, in pachytene nuclei using the auxin degron system^38^. This method induced slower and less penetrant cohesin depletion from axial elements compared with the TEV approach. After 8 h of auxin treatment we observed partial SMC-1 removal from axial elements, but importantly regions lacking SMC-1 also lacked HIM-3 and SYP-1, confirming a local requirement for cohesin in axis and SC stability (Supplementary Fig. 2h, i). After 16 h of auxin treatment we observed full disassembly of axial elements and the SC throughout pachytene, including nuclei in mid–late pachytene that had entered the pachytene stage before worms were exposed to auxin (Fig. 2e). Interestingly, we noticed that short tracks of SMC-1 that persisted in late pachytene nuclei after 16 h of auxin treatment overlapped with COSA-1 foci (Supplementary Fig. 2j). These results are consistent with REC-8 and COH-3/4 cohesin contributing independently to axis stability in pachytene nuclei and provide further evidence that cohesin is locally regulated around CO sites.

### Cohesin removal reactivates chromosome movement and DSB formation in pachytene nuclei

CHK-2 acts as a master regulator of early prophase events in *C. elegans*^13^. Its activation at meiotic onset triggers DSB formation and chromosome movements that play a central role in homologue pairing and that induce chromosome clustering, giving chromatin a characteristic crescent shape appearance (Fig. 1a, b). In wild-type germlines, chromosome clustering is restricted to nuclei in the transition zone, corresponding to leptotene/zygotene, as pachytene entry is marked by chromosome dispersal (Fig. 1a). However, DAPI staining of germlines dissected 3.5 h post REC-8 or COH-3 removal revealed nuclei with clustered chromosomes throughout most of the pachytene region (Fig. 3a–d and Supplementary Figs. 3a–f), suggesting de novo establishment of chromosome movement. To confirm this, we used molecular markers of chromosome-end attachment to the nuclear envelope, a widely conserved feature of early prophase that in worms requires CHK-2 and pairing centre-binding (PCB) proteins that localise to one end of each chromosome^12^. CHK-2 triggers recruitment of Polo-like kinase 2 (PLK-2) to PCB proteins by phosphorylating their Polo-binding domain, PLK-2 then promotes aggregation of SUN-1/ZYG-12 on the nuclear envelope to initiate cytoskeleton-driven chromosome movements^39–42^. In wild-type germlines, nuclei undergoing chromosome movements in transition zone display multiple PLK-2 aggregates, which disappear as nuclei progress into pachytene. Since a single PLK-2 aggregate associated with the paired X chromosomes often persists into pachytene until all chromosomes form CO precursors^19^, we used the presence of more than one PLK-2 aggregate as an indicator of active chromosome movement. As indicated in Fig. 1a, the germline can be divided into vertical rows of nuclei progressing from leptotene to late pachytene, with each germline typically containing around 40 such vertical rows. In control germlines, nuclei with multiple PLK-2 aggregates correspond to ~30% of the total number of vertical rows of nuclei progressing from leptotene to late pachytene (Fig. 3a, b). In contrast, 3.5 h post TEV-induced removal of REC-8^3XTEV^::GFP or COH-3^3XTEV^::mCherry, nuclei with PLK-2 aggregates occupied over 70% of meiotic prophase, including most of the pachytene region (Fig. 3a, b and Supplementary Fig. 3a, b). We observed the same situation using antibodies against HIM-8 pT64, which label CHK-2-dependent phosphorylation of all PCB proteins at their Polo-binding domain^15^, confirming reacquisition of this CHK-2 marker in pachytene nuclei (Supplementary Figs. 3c, d). To determine if de novo formation of PLK-2 aggregates upon cohesin removal was functional, we monitored the presence of PLK-2-dependent SUN-1 S12 phosphorylation, which is normally restricted to transition zone nuclei^39,40^. Similar to our observations above, removal of REC-8^3XTEV^::GFP or COH-3^3XTEV^::mCherry induced de novo appearance of SUN-1 pS12 in pachytene nuclei (Supplementary Figs. 3e, f). Therefore, removal of REC-8 or COH-3/4 from pachytene chromosomes induces rapid reacquisition of CHK-2-dependent markers of chromosome movement.

**Fig. 3:**
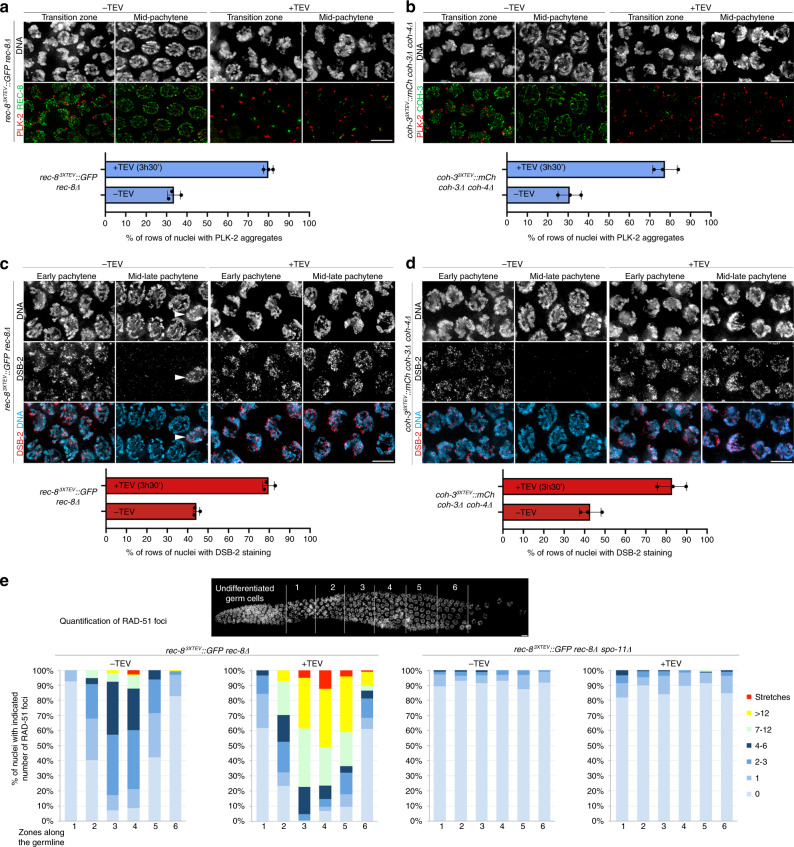
Cohesin removal induces reappearance of chromosome-movement and DSB-formation markers in pachytene nuclei. **a**, **b** TEV-mediated removal of REC-8^3XTEV^::GFP or COH-3^3XTEV^::mCherry induces reappearance of PLK-2 aggregates on the nuclear envelope. Quantification indicates percentage of vertical rows of nuclei (see Fig. 1a) between meiotic onset and end of pachytene in which over 50% of nuclei contained more than 1 PLK-2 aggregate on the nuclear envelope. **c**, **d** TEV-mediated removal of REC-8^3XTEV^::GFP or COH-3^3XTEV^::mCherry induces reappearance of DSB-2 in pachytene nuclei. Arrow head on **c** indicates an arrested nucleus that retains DSB-2 in the pachytene region. Quantification indicates percentage of vertical rows of nuclei between meiotic onset and end of pachytene in which over 50% of nuclei were positive for DSB-2. **e** Quantification of RAD-51 foci per nucleus before and after TEV-mediated removal of REC-8^3XTEV^::GFP in wild-type and *spo-11* mutant germlines (three germlines scored per genotype, see Supplementary Table 4 for number of nuclei quantified per zone). The region between meiosis onset and the end of pachytene was divided into six zones as indicated in the DAPI-stained germline. Note that TEV injection increases RAD-51 foci in pachytene nuclei of wild-type, but not *spo-11* mutant, germlines. Scale bar = 5 µm in all panels. Three germlines were quantified for graphs in **a**–**d**, data are presented as mean values ± standard deviations. See also Supplementary Fig. 3. Source data for graphs in all panels are provided as Source Data file.

We next asked whether cohesin removal would also induce redeployment of the DSB machinery in pachytene nuclei. During early prophase, CHK-2 promotes association of DSB-1/2 with chromosomes, two factors required for DSB formation and whose association with chromosomes indicates a DSB-permissive state^9,10^. In control germlines, DSB-2 staining was observed in transition zone and early–mid-pachytene nuclei (Fig. 3c, d). Removal of REC-8^3XTEV^::GFP or COH-3^3XTEV^::mCherry caused a clear increase in the percentage of rows of prophase nuclei positive for DSB-2 (Fig. 3c, d), confirming de novo association of DSB-2 with pachytene chromosomes and suggesting reacquisition of DSB competence. Finally, we investigated the effect of REC-8 removal on RAD-51 foci, which label early recombination intermediates produced upon resection of SPO-11 DSBs^27^. REC-8 removal induced increased RAD-51 foci at all prophase stages (up to late pachytene), and this increase was dependent on SPO-11, as RAD-51 foci were largely absent when REC-8 was removed in a *spo-11* mutant background (Fig. 3e and Supplementary Fig. 3g). The increase in RAD-51 foci and the redeployment of DSB-2 to pachytene chromosomes suggests that REC-8 removal induces de novo DSB formation in pachytene nuclei. We cannot exclude that the increase in RAD-51 foci can be partially explained by a requirement of REC-8 cohesin in ongoing repair of DSBs generated before TEV injection.

These results demonstrate that pachytene nuclei with full SC and a normal complement of CO precursors retain the potential to reactivate early, CHK-2-dependent, prophase events and suggest that chromosome-bound cohesin plays an important role in regulating CHK-2 activity during pachytene.

### Direct SC removal from pachytene nuclei induces rapid reactivation of chromosome movement and DSB formation

The observation that cohesin removal from pachytene chromosomes triggers SC disassembly and reactivation of CHK-2-dependent events, led us to ask whether direct SC removal from pachytene chromosomes would on its own cause CHK-2 reactivation. We used the auxin-inducible system^38^ to attempt time-controlled degradation of the SC central region component SYP-2 in pachytene nuclei as we expected that removal of one component would be sufficient to destabilise the SC. Four hours after young adult worms were placed on auxin plates, SC tracks, visualised with anti-SYP-1 antibodies, had disappeared from all pachytene nuclei (Fig. 4a). Moreover, DAPI staining revealed reacquisition of chromosome clustering throughout most of the pachytene region, suggesting CHK-2 reactivation. Staining with anti-PLK-2 antibodies confirmed this, as over 70% of nuclei between leptotene and late pachytene displayed multiple PLK-2 aggregates in germlines from auxin treated worms, compared to 39% in untreated controls (Fig. 4b and Supplementary Fig. 4a). In vivo imaging of worms expressing mScarlet::SYP-3 and PLK-2::GFP showed that SYP-2 depletion for just 2 h triggered SC disassembly and reappearance of PLK-2 aggregates in pachytene nuclei (Fig. 4c and Supplementary Movies 1–3). De novo formed PLK-2::GFP aggregates displayed extensive movement on the nuclear envelope, including fusion and splitting events characteristic of transition zone nuclei (Supplementary Movie 4), and their average speed was not different from that observed in pachytene nuclei of *syp-2* mutants (Fig. 4d and Supplementary Movies 5 and 6). Moreover, X-chromosome pairing centre regions were associated following direct (*syp-2::AID*) or indirect (COH-3^3XTEV^ cleavage) SC disassembly (Supplementary Fig. 4b, c), consistent with chromosome movements promoting SC-independent pairing of these regions, as observed in mutants lacking SC^26^.

**Fig. 4:**
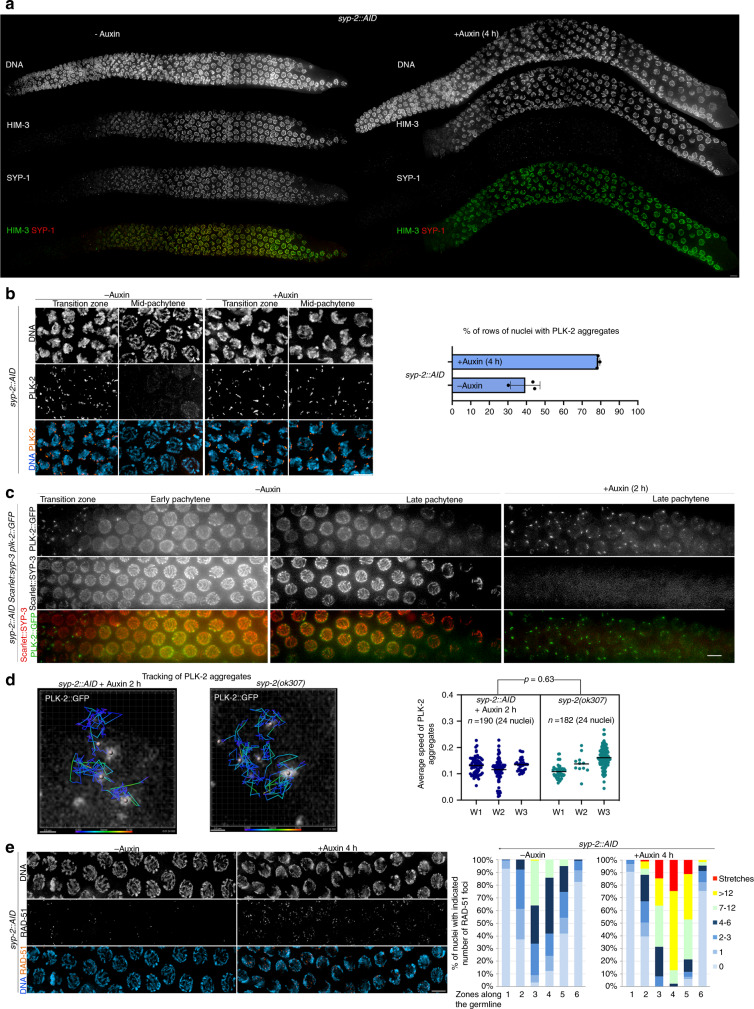
SC removal induces reappearance of chromosome-movement and DSB-formation markers in pachytene nuclei. **a** Auxin treatment of *syp-2::AID* worms induces rapid SC disassembly (visualised with anti-SYP-1 antibodies) without affecting axial elements (visualised with anti-HIM-3 antibodies). **b** Auxin treatment (4 h) of *syp-2::AID* worms induces reappearance of PLK-2 aggregates on the nuclear envelope of pachytene nuclei. Quantification indicates percentage of vertical rows of nuclei between meiotic onset and the end of pachytene in which over 50% of nuclei were positive for PLK-2 aggregates (three germlines per genotype, data are presented as mean values ± standard deviations). **c** In vivo imaging of germlines from *syp-2::AID* worms expressing mScarlet::SYP-3 (SC) and PLK-2::GFP. Note SC disassembly and reappearance of PLK-2::GFP aggregates following 2 h of auxin treatment. Data are representative of three independent experiments. See also Supplementary Movies 1–4 and Supplementary Fig. 4. **d** Tracking of PLK-2::GFP aggregates in pachytene nuclei of *syp-2:AID* (+Auxin 2 h) and *syp-2(ok307)* mutants over 7 min at 5 s intervals. Quantification of the average speed of PLK-2::GFP aggregates in 24 nuclei filmed from three different worms (W1-3) shows no significant differences (*P* values calculated by a two-tailed Nested *t* test) between *syp-2::AID* (+Auxin 2 h) and *syp-2(ok307)*. Supplementary Movies 5–6 show tracking of PLK-2 aggregates in the two nuclei shown in this panel. **e** Auxin treatment (4 h) of *syp-2::AID* worms induces accumulation of RAD-51 foci in pachytene nuclei. Quantification of RAD-51 foci per nucleus before and after auxin-induced SC removal (three germlines scored per genotype, see Supplementary Table 4 for number of nuclei quantified per zone). Scale bar = 5 µm in **b**, **c**, and **e**. Source data for graphs in **b**, **d**, and **e** are provided as Source Data file.

SC depletion also triggered de novo association of DSB-2 with pachytene chromosomes (Supplementary Fig. 4d), and increased RAD-51 foci (Fig. 4e), consistent with de novo DSB formation. Interestingly, COSA-1 foci in late pachytene nuclei remained intact following complete SC disassembly (Supplementary Fig. 4e), consistent with previous reports that used 1,6-hexanediol to dissolve the SC in dissected germlines^43^. Therefore, SC removal is sufficient to induce CHK-2 reactivation in pachytene nuclei, suggesting that SC surveillance remains active once the structure is fully assembled.

### Limited SC disassembly triggered by cohesin removal is sufficient for reactivation of CHK-2-dependent events

To further clarify the interplay between cohesin, SC stability, and CHK-2 reactivation we used different approaches to induce partial cohesin depletion from pachytene nuclei. First, we imaged *rec-8*^*3XTEV*^*::GFP* germlines that were dissected and fixed just 1.5 h after TEV injection, instead of 3.5 h as in previous experiments. Most mid-pachytene nuclei from germlines dissected 1.5 h post TEV injection displayed partial REC-8 removal and limited SC disassembly, but already displayed clear reappearance of PLK-2 aggregates associated with chromosomal ends (Supplementary Fig. 5a). Second, we monitored PLK-2 aggregates and the SC in germlines from *smc-1::AID::GFP* worms following 8 h of auxin treatment, which induced partial cohesin removal (Supplementary Fig. 2i). These germlines also displayed partial SC disassembly in mid-pachytene nuclei, which showed robust reappearance of PLK-2 aggregates (Supplementary Fig. 5b–d). Third, we also used the auxin degron system to deplete REC-8::AID::GFP from pachytene nuclei. Auxin treatment of these worms resulted in slower and less complete REC-8 removal compared with the TEV approach. Four hours of auxin treatment induced partial loss of REC-8 and the SC from early pachytene nuclei, which displayed reappearance of PLK-2 aggregates (Supplementary Fig. 5f, g). By 8 h of auxin treatment, PLK-2 aggregates also accumulated in mid-pachytene nuclei (Supplementary Fig. 5g). These results suggest that the SC is locally destabilised when cohesin is removed from chromosomes and that this limited SC disassembly is sufficient to reactivate CHK-2 in a nucleus-wide fashion. Interestingly, in all three experimental approaches described above SC disassembly was much more pronounced in early pachytene nuclei than in mid and late pachytene nuclei, consistent with recent findings demonstrating the SC becomes more stable as nuclei progress through pachytene^44–46^.

### Reinstallation of the DSB-formation and chromosome-movement machinery in pachytene nuclei requires CHK-2 and HORMAD HTP-1

Our observations thus far show that cohesin and SC depletion from pachytene nuclei trigger reactivation of early steps of pairing and recombination, which under unchallenged conditions are restricted to early prophase stages and are dependent on CHK-2 activity. Thus, we sought to confirm whether the reinstatement of early prophase events seen in pachytene nuclei following cohesin removal occurs via CHK-2 activation. As *chk-2* mutants accumulate severe meiotic defects from the onset of meiosis, we tested whether the auxin system could be used to induce rapid CHK-2 depletion. Homozygous *chk-2::AID* worms (generated by CRISPR) displayed normal chiasma formation despite slower SC assembly (Supplementary Figs. 6a, b). Importantly, following 6 h of auxin treatment we observed complete loss of PLK-2 aggregates (Fig. 5a) and DSB-2 staining (Fig. 5b) from germlines of *chk-2::AID* worms, consistent with loss of CHK-2 activity. Therefore, we treated *chk-2::AID* worms with auxin for 6 h before inducing TEV-mediated REC-8^3XTEV^::GFP removal and evaluating the presence of PLK-2 aggregates on the nuclear envelope (Fig. 5c). Injection of the TEV protease following CHK-2 depletion resulted in REC-8 removal (Fig. 5c) and SC disassembly (Fig. 5e) from pachytene chromosomes, but failed to induce reappearance of PLK-2 aggregates on the nuclear envelope (Fig. 5c), as observed in control REC-8^3XTEV^::GFP germlines (Fig. 5d). Similarly, TEV-mediated removal of REC-8^3XTEV^::GFP following CHK-2 depletion failed to induce reappearance of DSB-2 in pachytene nuclei (Supplementary Fig. 6c). These results confirm that CHK-2 is required for reimplementing early prophase events in pachytene nuclei following REC-8 removal and SC disassembly.

**Fig. 5:**
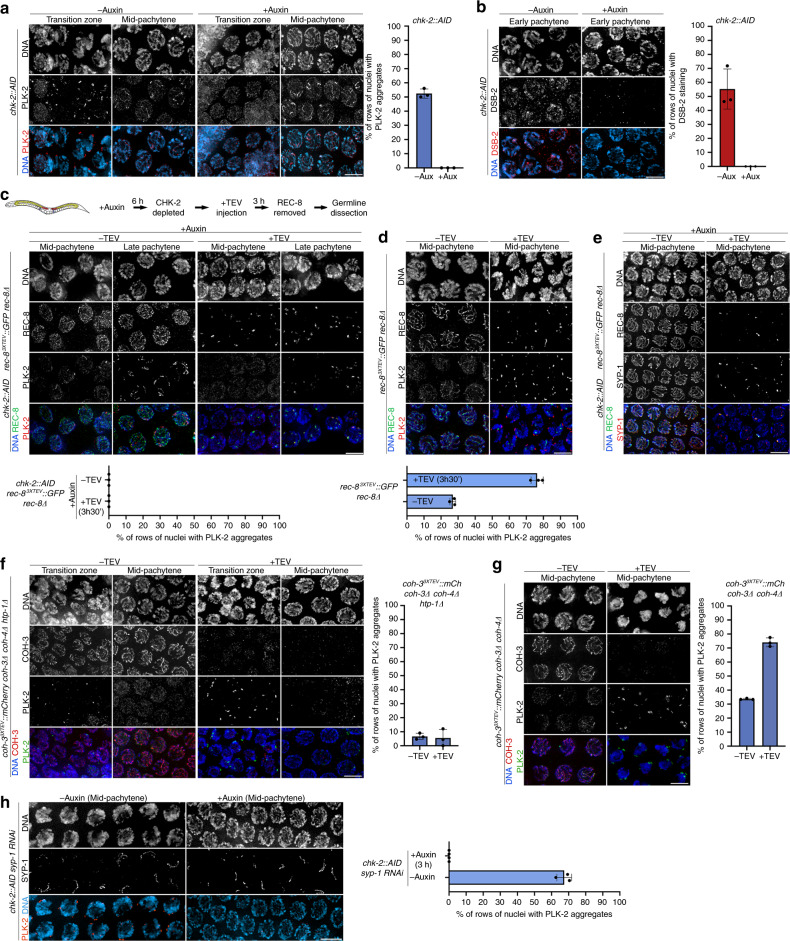
CHK-2 is required for reactivating chromosome movement and DSB formation in pachytene nuclei. Auxin treatment (6 h) of *chk-2::AID* worms induces disappearance of PLK-2 aggregates (**a**) and DSB-2 (**b**) from all stages of meiotic prophase. **c**, **d** Diagram of experimental design for auxin-induced CHK-2 depletion before TEV-mediated REC-8^3XTEV^::GFP removal. Note that in CHK-2-depleted germlines PLK-2 aggregates are not reformed following REC-8^3XTEV^::GFP removal (**c**), while REC-8^3XTEV^::GFP removal induces reappearance of PLK-2 aggregates in pachytene nuclei (**d**). **e** TEV-mediated removal of REC-8^3XTEV^::GFP in CHK-2-depleted germlines induces SC disassembly. Data are representative of two independent experiments. TEV-mediated removal of COH-3^3XTEV^::mCherry in *htp-1* mutants fails to induce reappearance of PLK-2 aggregates in pachytene nuclei (**f**), as observed in wild-type germlines (**g**). **h** Auxin-mediated depletion of CHK-2::AID (3 h) induces disappearance of PLK-2 aggregates from pachytene nuclei of *syp-1 RNAi* germlines. Graphs indicate percentage of vertical rows of nuclei between meiotic onset and end of pachytene in which over 50% of nuclei contained more than 1 PLK-2 aggregate on the nuclear envelope (**a**, **c**–**h**), or DSB-2 staining (**b**). Scale bar = 5 µm in all panels. Three germlines were quantified for graphs in all panels (except four germlines in **h** + auxin), data are presented as mean values ± standard deviations. Source data for graphs in **a**–**c**, **d**, **f**–**h** are provided as Source Data file.

HORMAD HTP-1 is a key component of the feedback mechanisms that couple SC assembly with meiotic progression during early prophase^14,36^. HTP-1 promotes persistence of CHK-2-dependent chromosome clustering in mutant backgrounds in which SC assembly fails in one or more chromosomes^14,47^, presumably by participating in the creation and transmission of a signal that sustains CHK-2 activity in the presence of unsynapsed chromosomes. To investigate if HTP-1 is required for the reactivation of CHK-2-dependent events observed when cohesin is removed from pachytene chromosomes, we induced TEV-mediated removal of COH-3 in germlines of *htp-1* mutants. TEV injection induced efficient COH-3 removal in *htp-1* mutant germlines, but failed to induce reappearance of PLK-2 aggregates or chromosome clustering in pachytene nuclei (Fig. 5f), as observed when COH-3 was removed in control germlines (Fig. 5g). This suggests that the structural changes that result when cohesin is removed from pachytene chromosomes are sensed and transmitted by the same, HTP-1-dependent, surveillance mechanisms that monitor SC assembly to regulate CHK-2 activity during early prophase.

### CHK-2 depletion causes rapid disassembly of the DSB-formation and chromosome-movement machinery

During the control experiments to validate the depletion of CHK-2 using the auxin degron, we observed that auxin treatment for 6 h induced complete loss of PLK-2 aggregates and DSB-2 staining from transition zone and early pachytene nuclei (Fig. 5a, b). This suggested that CHK-2 is not simply required at the onset of prophase to kick-start pairing and recombination, but rather that sustained CHK-2 activity during early prophase is required to prevent premature disassembly of the pairing and recombination machinery. We further tested this by depleting CHK-2 from *syp-1* RNAi germlines, which accumulate nuclei with PLK-2 aggregates and chromosome clustering throughout most of the pachytene region due to impaired synapsis from the onset of meiosis. Indeed, CHK-2 depletion for only 3 h triggered complete loss of PLK-2 aggregates and chromosome clustering from all prophase nuclei (Fig. 5h), confirming that persistence of PLK-2 aggregates and chromosome clustering require sustained CHK-2 activity. These results suggest that activation and inactivation of CHK-2 rapidly regulates the localisation of the pairing and recombination machinery, whose components remain responsive to CHK-2 status through most of pachytene.

### CHK-2 reactivation switches back early meiotic events in the absence of transcriptional changes

The drastic changes in nuclear organisation observed when cohesin or the SC are removed from pachytene nuclei, which include reappearance of chromosome-associated markers of DSB formation and chromosome movement, led us to ask whether reestablishment of these events involved transcriptional changes of the corresponding genes. Thus, we performed whole-worm RNAseq to compare the transcriptome before and after 4 h of auxin-mediated depletion of SYP-2::AID, which induced rapid accumulation of nuclei with CHK-2-dependent markers in the pachytene region (Fig. 4b and Supplementary Fig. 4d), focusing our analysis on a list of 335 meiotic genes^12,48^ (Supplementary Data 1). 

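The count table behind this experiment holds 16 libraries, in 4 groups of 4 biological replicates with 50 adult worms in each. *syp-2::AID* worms and N2 worms, the wild-type strain, were kept for 4 h on plates with 4 mM auxin or on plates without auxin. In the auxin-inducible degron (AID) system, auxin brings the tagged protein to TIR1, a plant F-box protein that marks it for degradation. The degron strain makes TIR1 from the *sun-1* promoter, and N2 worms have neither TIR1 nor a tag. The N2 libraries thus compare auxin plates with control plates in worms where SYP-2 stays in place. The paper does not say whether the control plates held the solvent of the auxin. Effects of auxin given below are thus effects of the auxin plates. The transcript of *syp-2* was at 24.3 to 28.3 CPM (counts relative to the scaled library total) in the 4 auxin-treated *syp-2::AID* libraries and at 22.3 to 27.0 CPM in the 4 untreated ones. Its log2 fold change was 0.019 (standard error 0.10, adjusted p = 0.917 from edgeR's quasi-likelihood test), and its sign turned under some other scalings. The degron acts on the protein, so this transcript does not check the labels of the libraries.

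RNA came from whole worms, and each value averages over the germline and all other tissues. The authors aligned the reads to the ce10 genome build with TopHat2 2.0.11 at default parameters and counted those that fell on genes with featureCounts from Rsubread 1.20.6. The deposited values are these counts, not normalised, for 42048 genes, of which 21814 have no count in any library. The gene annotation and the strand setting of the counting are not given in the sources used here, so overlapping genes are named beside the genes whose reads they could share. Total counts per library ranged from 14668136 to 16334961 (median 14955103) in auxin-treated *syp-2::AID* worms and from 15753730 to 18741524 (median 17312136) without auxin. In N2 worms the totals were 13964761 to 16537215 (median 15726413.5) with auxin and 14214414 to 16563325 (median 15931342) without it.

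Genes were tested with edgeR's quasi-likelihood test over all 16 libraries as 4 groups, and p-values were adjusted by the Benjamini and Hochberg method. The default filter of edgeR, built on a minimum of 10 counts, kept 11776 genes. Library totals were scaled by TMM, edgeR's trimmed mean of M-values. A gene is said to rise or fall only at an adjusted p under 0.05. The main tests, the gene lists and the rule for naming genes were fixed before the counts were examined. The study's own values for the meiotic genes had been seen by then, and tests chosen later are marked as such. The copy of Supplementary Data 1 used here lacks 1 of the paper's 335 meiotic genes, so its genes were not used in any set test. All genes of this copy are in the count table, and 329 of them passed the filter.

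Replicates 3 and 4 of the auxin-treated *syp-2::AID* worms stood apart from the other 14 libraries. Ribosomal protein genes took 19.9% and 20.0% of their counts, against 12.0% to 16.14% elsewhere. The vitellogenin genes, which encode yolk proteins, took 5.39% and 5.17%, against 7.62% to 9.68%. Across genes, the deviation of a library from the mean of all libraries fell with exon length in these libraries (Spearman's rho -0.545 and -0.624), whereas rho lay between 0.0517 and 0.284 in the others. Genes are not independent replicates, so no p-value is given for these correlations. The mean includes replicates 3 and 4, so their trend pushes rho up in the other libraries. Neither the labels nor the paper give a batch for these samples. Several counts of changed genes are also given without both of them, an alternative chosen after seeing the data.

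**Figure D1:**
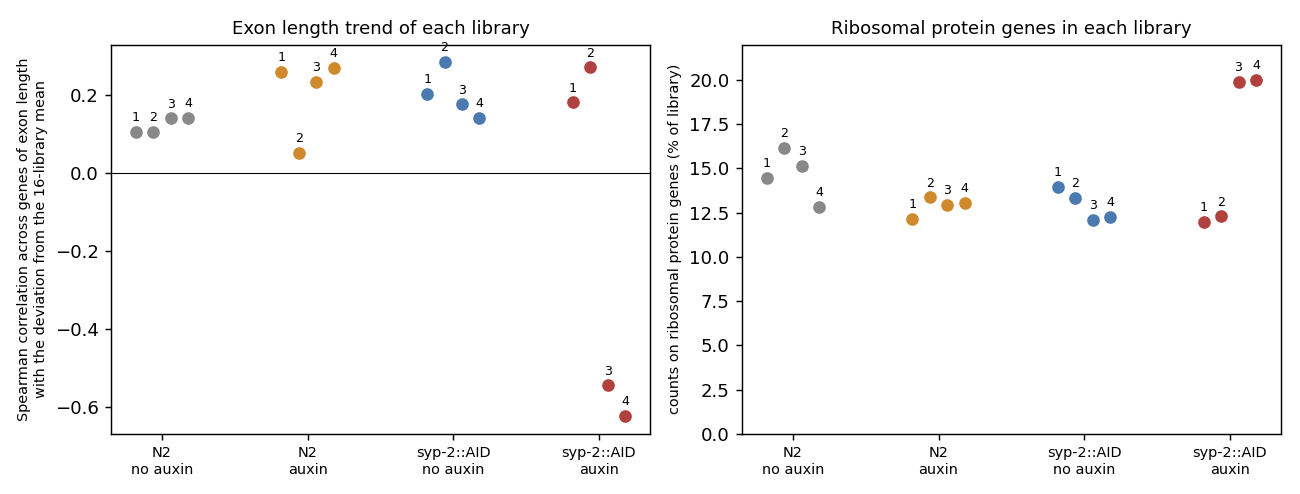
Spearman's rho between exon length and each gene's deviation from the mean of all libraries (left) and percent of counts in ribosomal protein genes (right), with 1 numbered point per library in each of the 4 groups. Replicates 3 and 4 of the auxin-treated *syp-2::AID* worms lie at -0.545 and -0.624 and at 19.9% and 20.0%.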

We detected no significant changes in the expression of meiotic genes (including *dsb-2* and *chk-2*) following SYP-2 depletion, but observed increased expression of the proapoptotic factor *egl-1* (Fig. 6a), suggesting that SYP-2 depletion triggers an apoptotic response, consistent with the increased levels of apoptosis observed in *syp-2* mutants^27^. Therefore, the striking changes in nuclear organisation caused by direct SC disassembly occur in the absence of obvious transcriptional changes of genes known to be involved in meiosis, suggesting that CHK-2 substrates remain present in pachytene nuclei and that their localisation is modulated according to the status of CHK-2 activity. 

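*egl-1*, which encodes a BH3-only protein at the start of the apoptotic pathway, rose from 0.544 ± 0.208 CPM in untreated *syp-2::AID* worms to 3.43 ± 1.32 CPM after 4 h of auxin (SD, n = 4 each). This is a log2 fold change of 2.62 (standard error 0.32, 95% interval 1.94 to 3.31, adjusted p = 4.22e-05 from edgeR's quasi-likelihood test). All 4 treated libraries lay above all 4 untreated ones (exact two-sided permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). In N2 worms *egl-1* was at 0.730 ± 0.175 CPM with auxin and at 1.01 ± 0.199 CPM without it (SD, n = 4 each), a log2 fold change of -0.46 (standard error 0.34, adjusted p = 0.508 from edgeR).

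*dsb-2*, required for the formation of meiotic DSBs, was at 38.1 ± 4.83 CPM with auxin and at 31.4 ± 1.02 CPM without it (SD, n = 4 each) in *syp-2::AID* worms. Its log2 fold change of 0.28 (standard error 0.10, 95% interval 0.07 to 0.48) did not pass the test (adjusted p = 0.0878 from edgeR), although all 4 treated libraries lay above all 4 untreated ones (exact two-sided permutation test, p = 0.0286). *chk-2*, which encodes the kinase that governs pairing and DSB formation, was at 4.79 ± 2.61 CPM with auxin and at 8.02 ± 2.09 CPM without it (SD, n = 4 each). Its log2 fold change of -0.73 (standard error 0.32, 95% interval -1.40 to -0.07) did not pass the test either (adjusted p = 0.140 from edgeR), and the groups overlapped (exact two-sided permutation test, p = 0.143). *dsb-2* overlaps *exl-1* and *chk-2* overlaps Y60A3A.29, and reads could be shared within each pair.

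Of the 329 meiotic genes tested, 11 rose, 3 fell and 315 did not pass edgeR's test in *syp-2::AID* worms. When adjusted over the list alone, 4 rose and 1 fell, and 85 had an unadjusted p under 0.05. In the same fit, 848 of all 11776 genes passed and 3527 had an unadjusted p under 0.05, larger shares than among the meiotic genes. This fit shares 1 estimate of the spread over the 4 groups, and the auxin-treated *syp-2::AID* libraries differed most among themselves. On the 8 *syp-2::AID* libraries alone, edgeR called 4 meiotic genes (3 up and 1 down) and 393 genes in all. Between the strains, the response of *egl-1* to auxin differed by 3.08 on the log2 scale (standard error 0.47, adjusted p = 0.0304 from edgeR's test of the interaction), and it was the 1 gene of the 329 to pass that test. At an unadjusted p under 0.05 there were 52 (2069 of all 11776 genes), DESeq2 passed 4 and limma-voom passed none.

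Several of these calls changed when 1 library was left out. The count of 14 meiotic genes became 68 (32 up and 36 down) without auxin replicate 1 of *syp-2::AID* worms and 90 (33 up and 57 down) without auxin replicate 2, so the excess of rises turned. It became 4 without auxin replicate 3, 5 without auxin replicate 4 and 4 without both of these, the libraries that stood apart, and 6, 7, 5 and 5 without untreated replicates 1, 2, 3 and 4. *dsb-2* passed edgeR's test without auxin replicate 1 (log2 fold change 0.34, adjusted p = 0.0264) or without auxin replicate 2 (0.32, adjusted p = 0.0363), and its adjusted p ranged from 0.0264 to 0.770 over all alternatives. *chk-2* passed edgeR's test without auxin replicate 2 (-1.04, adjusted p = 0.0287), with a range of 0.0287 to 0.858, and without both replicates 3 and 4 the values were 0.11 for *dsb-2* and -0.22 for *chk-2*. The difference between the strains for *egl-1* stayed past the threshold without auxin replicate 1, auxin replicate 3 or untreated replicate 3 of *syp-2::AID* worms. Without any other 1 of the 16 libraries edgeR gave it an adjusted p of 0.0561 to 0.126, while the difference itself stayed between 2.79 and 3.34 whichever library was left out, and without both replicates 3 and 4 one of 0.100, within a range of 8.87e-05 to 0.177 over all alternatives.

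The paper states that meiotic genes, *dsb-2* and *chk-2* among them, did not change significantly. From the increase in *egl-1* it proposes that loss of SYP-2 sets off an apoptotic response, and it notes the higher levels of apoptosis known in *syp-2* mutants.

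**Figure D2:**
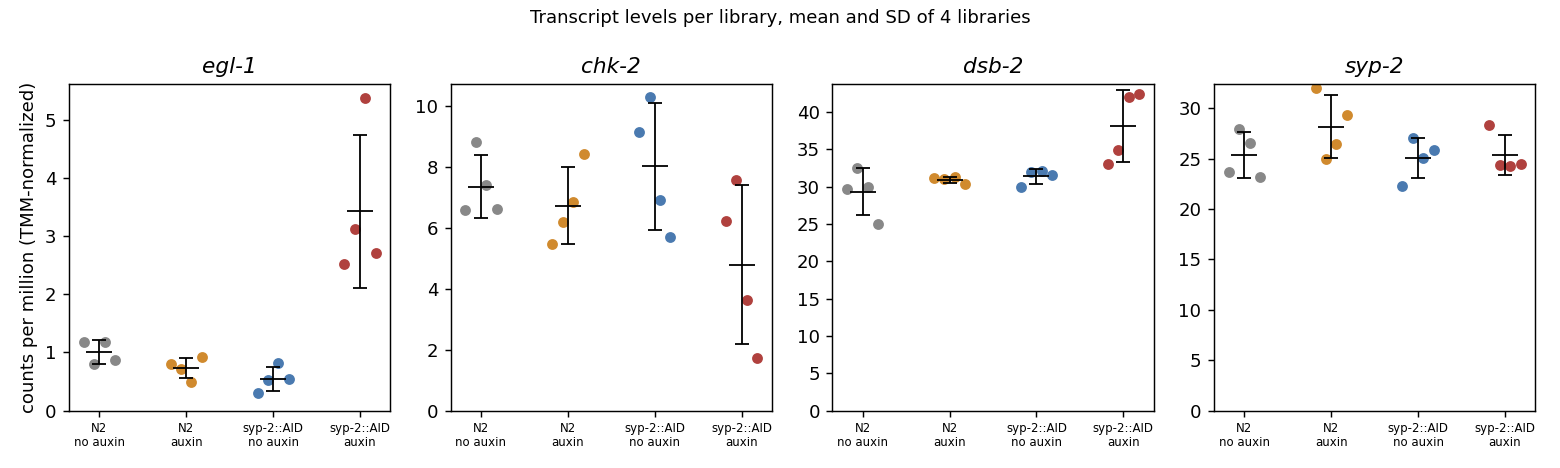
CPM of *egl-1*, *chk-2*, *dsb-2* and *syp-2* in each of the 16 libraries (points), with the mean and SD of each group of 4. For *egl-1* the auxin-treated *syp-2::AID* libraries average 3.43 CPM and the other 3 groups 0.544, 0.730 and 1.01 CPM, whereas the groups lie closer together for *dsb-2*, *chk-2* and *syp-2*.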

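Few genes of the individual meiotic steps passed the test 4 h after auxin was added to *syp-2::AID* worms. *spo-11*, which encodes the enzyme that cuts DNA to form meiotic DSBs, rose from 16.54 ± 1.41 to 28.8 ± 11.8 CPM (SD, n = 4 each), a log2 fold change of 0.80 (standard error 0.22, adjusted p = 0.0378 from edgeR). *him-8*, which encodes the zinc-finger protein of the X chromosome pairing centre, rose by 0.42 on the log2 scale (standard error 0.12, adjusted p = 0.0404 from edgeR). *coh-1* fell by 0.73 on the log2 scale (standard error 0.20, adjusted p = 0.0349 from edgeR). It encodes a cohesin kleisin other than REC-8, COH-3 and COH-4, which the paper names as specific to meiosis. In N2 worms the log2 fold changes of *spo-11*, *him-8* and *coh-1* were -0.10, -0.12 and -0.11, and none passed edgeR's test. The differences between the strains did not pass edgeR's test of the interaction either (adjusted p = 0.225 for *spo-11*, 0.221 for *him-8* and 0.269 for *coh-1*).

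The counts that follow are of genes at an adjusted p under 0.05 from edgeR in *syp-2::AID* worms. Of 5 genes of the SC central region, none rose or fell (1 had an unadjusted p under 0.05, and none passed with DESeq2 or limma-voom), with log2 fold changes from 0.02 to 0.44. Likewise, none of 4 genes for HORMA domain axis proteins rose or fell (none at an unadjusted p under 0.05, with DESeq2 or with limma-voom), with log2 fold changes from -0.03 to 0.15. Among 11 genes for cohesin subunits and their regulators *coh-1* fell and 10 did not pass, and among 11 genes for pairing and chromosome movement *him-8* rose and 10 did not pass. Among 8 genes for DSB formation *spo-11* rose and 7 did not pass. Of 27 genes for DSB repair, damage signalling and crossovers, none rose or fell (6 had an unadjusted p under 0.05, 1 passed with DESeq2 and none with limma-voom), and their median log2 fold change was 0.13. With each library's trend with exon length removed, an alternative chosen after seeing the data, 3 of the 27 rose, *him-6*, *fcd-2* and *brd-1*, which were chosen after their values were seen. Adjusted over the list alone, each of these lists gave the same counts, except that 2 genes for DSB formation rose.

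Outside meiosis, 1 of 10 apoptosis genes rose, *egl-1*, and the remaining 9 did not pass. None of 8 genes for the engulfment of cell corpses rose or fell (2 had an unadjusted p under 0.05, and none passed with DESeq2 or limma-voom). In N2 worms none of the 84 genes on these lists passed edgeR's test (3 had an unadjusted p under 0.05, and none passed with DESeq2 or limma-voom), but 1 rose and 2 fell without auxin replicates 3 and 4 of *syp-2::AID* worms. As sets, none of these lists moved one way in *syp-2::AID* worms at an adjusted p under 0.05 from limma's camera, the lowest being 0.0524 for the cohesin genes (0.964 with an estimated correlation).

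*spo-11* overlaps *enpl-1*, and reads could be shared between them. Without both auxin replicates 3 and 4 the log2 fold changes were 0.19 for *spo-11*, 0.25 for *him-8* and -0.32 for *coh-1*, and none of these genes passed edgeR's test. They also missed the threshold when auxin replicate 3, auxin replicate 4 or any 1 of untreated replicates 1, 2, 3 and 4 was left out, with adjusted p-values from edgeR of 0.0697 to 0.151 for *spo-11*, 0.0576 to 0.150 for *him-8* and 0.0539 to 0.126 for *coh-1*. *spo-11* was not called by limma-voom (adjusted p = 0.0709) nor *him-8* by edgeR with the length trend removed (adjusted p = 0.0785), and over all alternatives the adjusted p ranged from 0.00672 to 0.764 for *spo-11*, 0.00883 to 0.457 for *him-8* and 0.00504 to 0.197 for *coh-1*.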

In agreement with this, we found that despite the large increase in chromosome-associated DSB-2 signal triggered by SYP-2::AID depletion (Supplementary Fig. 4d), overall protein levels of DSB-2 remained unchanged before and after SYP-2 removal (Fig. 6b). Due to technical constrains we have not investigated the transcriptional status of meiotic genes following TEV-mediated removal of COH-3 or REC-8 cohesin. Based on our findings with the *syp-2* degron, we infer that nuclear reorganisation caused by REC-8 or COH-3 removal is not driven by transcriptional changes of meiotic genes.

**Fig. 6:**
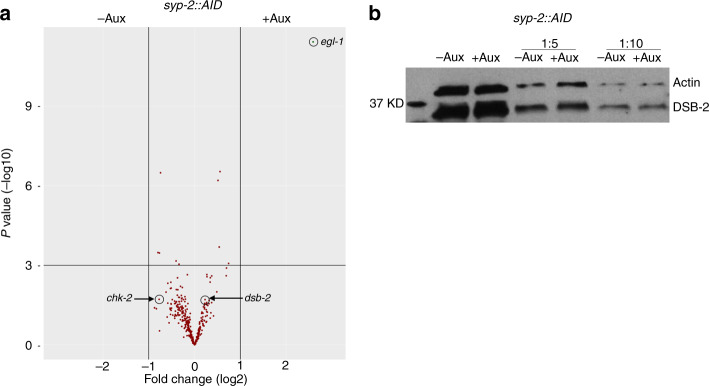
SC depletion does not trigger transcriptional changes of meiotic genes. **a** Volcano plot showing transcriptional changes (whole-worm RNAseq) of 335 meiotic genes (Supplementary Data 1) in *syp-2::AID* worms before and after (4 h) auxin treatment. Note that *egl-1* is the only gene that appears significantly upregulated with a fold change higher than 2 (*P* values were calculated by a two-tailed Wald test and adjusted for multiple testing using the Benjamini and Hochberg method). **b** Western blot with extracts (1:1, 1:5, and 1:10 dilution) from *syp-2:AID* worms before and after treatment showing that the amount of DSB-2 protein is not increased following SYP-2 depletion. Actin is used as loading control. Data are representative of two independent experiments. Source data for blot in **b** is provided as Source Data file.

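Apart from *egl-1*, the changes in the meiotic genes of *syp-2::AID* worms were small. The 329 tested genes ranged from -0.84 to 0.80 on the log2 scale without *egl-1*, and their median absolute log2 fold change was 0.16. *lipl-5*, a lipase gene, rose by 0.56 (standard error 0.09) and F33H2.6 rose by 0.60 (standard error 0.10), whereas *kel-8*, a Kelch-repeat gene, fell by 0.70 (standard error 0.13). *nhr-2*, which encodes a nuclear hormone receptor, fell by 0.76 (standard error 0.22). Rises were also called for *lsm-5* (0.76), *dnj-22* (0.59), F52H3.4 (0.39), *hil-5* (0.39), *uri-1* (0.32) and the shugoshin gene *sgo-1* (0.32).

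The 95% interval of the fold change lay within 2-fold for 312 of the 329 genes and within 1.5-fold for 247, and it reached 2-fold for 17. On counts simulated for this comparison over 11623 genes, edgeR's test recovered 31.3% of genes changed by 1.5-fold, 56.7% of those changed by 2-fold and 77.3% of those changed by 4-fold. In that simulation edgeR called 114 genes against 848 in the real comparison, so its limit on the unadjusted p was stricter. The shares may thus understate what the real test detects, and they do not settle how reliably 1.5-fold or 2-fold changes were found. The simulated changes were placed in genes drawn from all those tested, so these shares do not describe the meiotic genes alone. Without auxin replicates 3 and 4 of *syp-2::AID* worms, *egl-1*, *kel-8* (-0.47), *lipl-5* (0.49) and F33H2.6 (0.47) were called by edgeR and no other meiotic gene was. *nhr-2*, *lsm-5*, *uri-1* and *sgo-1* each missed the threshold without any 1 of auxin replicates 3 and 4 and untreated replicates 1, 2, 3 and 4. So did *hil-5*, except without untreated replicate 2. *dnj-22* missed it without auxin replicate 3 or 4 or untreated replicate 4, and F52H3.4 without auxin replicate 3 or untreated replicate 3 or 4. The number of meiotic genes past both the test and 2-fold, 1 over all 16 libraries, was 3 without auxin replicate 1 and 3 without auxin replicate 2.

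In N2 worms 4 meiotic genes rose with auxin, 2 fell and 323 did not pass edgeR's test (2 and 1 when adjusted over the list alone). In the same fit 640 of all 11776 genes passed in N2 worms, a larger share. *kel-8* fell by 0.63 there and F33H2.6 rose by 0.40, the same directions as in *syp-2::AID* worms. *his-24*, which encodes a linker histone, rose from 19.0 ± 4.26 to 48.7 ± 14.9 CPM in N2 worms (SD, n = 4 each), a log2 fold change of 1.35 (standard error 0.22, adjusted p = 0.000851 from edgeR). *cav-1*, a caveolin gene that was chosen after its values were seen, rose from 34.5 ± 9.72 to 71.3 ± 20.5 CPM (SD, n = 4 each), a log2 fold change of 1.05 (standard error 0.24, adjusted p = 0.0128 from edgeR). In *syp-2::AID* worms their log2 fold changes were 0.07 for *his-24* and 0.01 for *cav-1*, but the differences between the strains did not pass edgeR's test of the interaction (adjusted p = 0.174 for *his-24* and 0.221 for *cav-1*). In the same N2 comparison, 30 genes first transcribed in early embryos had a median log2 fold change of 0.97, and 3 of them rose and 1 fell (6 and 1 without auxin replicates 3 and 4 of *syp-2::AID* worms). Within each N2 group, *his-24* was lowest where these genes were lowest, auxin replicate 4 (458 counts) and untreated replicate 3 (181 counts). Whether embryo RNA accounts for the N2 changes in meiotic genes was not tested.

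*kel-8* overlaps Y45G12B.3, *uri-1* overlaps *mdt-18* and *his-24* overlaps M163.16 and M163.19, and reads could be shared between them. With edgeR, *cav-1* lost its call without N2 auxin replicate 1 or untreated replicate 3 (adjusted p = 0.0544 and 0.0535, in a range of 0.000383 to 0.0544 over all alternatives) and F33H2.6 lost its call in N2 worms without any 1 of auxin replicates 1, 2 and 3 or untreated replicates 1, 3 and 4. The count of 6 in N2 worms became 2 without auxin replicate 1 or untreated replicate 3, 3 without auxin replicate 2 or 3 or untreated replicate 1, and 39 without both replicates 3 and 4 of auxin-treated *syp-2::AID* worms, whose spread enters the same fit. In that last fit 10 rose and 29 fell. On the 8 N2 libraries alone 7 rose and 22 fell, so the direction of the count is not settled.

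**Figure D3:**
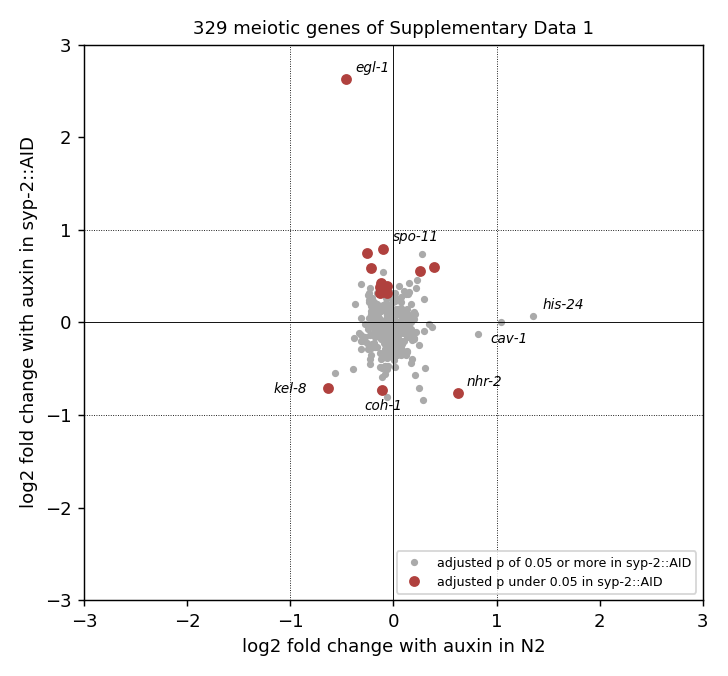
Log2 fold change with auxin of the 329 meiotic genes in N2 worms (horizontal axis) and in *syp-2::AID* worms (vertical axis), 1 point per gene. Red points passed edgeR's test in *syp-2::AID* worms, and dotted lines mark 2-fold changes. *egl-1* lies at 2.62 in *syp-2::AID* worms and at -0.46 in N2 worms, and *his-24* (1.35) and *cav-1* (1.05) exceed 2-fold in N2 worms.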

### Cohesin-containing axial elements contribute to maintain CHK-2 activation

While performing experiments involving the simultaneous removal of COH-3^3XTEV^ and REC-8^3XTEV^ shown in Fig. 2d, we noticed that reacquisition of chromosome clustering in pachytene nuclei 3.5 h post TEV injection was less pronounced than when REC-8 or COH-3 were individually removed. This suggested that the integrity of cohesin-containing axial elements is important to fully reactivate CHK-2, or to sustain this activation. In fact, while we consistently observed the formation of multiple PLK-2 aggregates on the nuclear periphery of pachytene nuclei when REC-8 or COH-3 were individually removed (Fig. 3a, b), or when SYP-2 was depleted (Fig. 4b), simultaneous removal of REC-8^3XTEV^ and COH-3^3XTEV^ resulted in many early pachytene nuclei displaying a single PLK-2 aggregate associated with the nuclear periphery (Fig. 7a). To clarify if cohesin-containing axial elements are required to sustain high levels of CHK-2 activity, we performed simultaneous removal of COH-3^3XTEV^ and REC-8^3XTEV^ in germlines of *syp-1* RNAi worms, in which impaired synapsis induces accumulation of nuclei with CHK-2 markers through most of the pachytene region. The efficiency of REC-8^3XTEV^ and COH-3^3XTEV^ removal was confirmed by the disappearance of HTP-3 tracks. As expected, control (*syp-1* RNAi) germlines displayed extensive accumulation of nuclei with multiple PLK-2 aggregates, while TEV injection caused a clear reduction in the number of these nuclei and the appearance of nuclei with 1 or no PLK-2 aggregates on the nuclear envelope (Fig. 7b and Supplementary Fig. 7). Similarly, the reappearance of PLK-2 aggregates on the nuclear envelope induced by partial SC disassembly in *smc-1::AID* worms treated with auxin for 8 h (Supplementary Fig. 5b–d) was lost when *smc-1::AID* worms were exposed to auxin for 16 h (Supplementary Fig. 5e), which caused complete axis and SC disassembly (Fig. 2e) and colocalization of PLK-2 with SYP-1 aggregates (Supplementary Fig. 5e). These results confirm that the integrity of axial elements is required to sustain full CHK-2 activation.

**Fig. 7:**
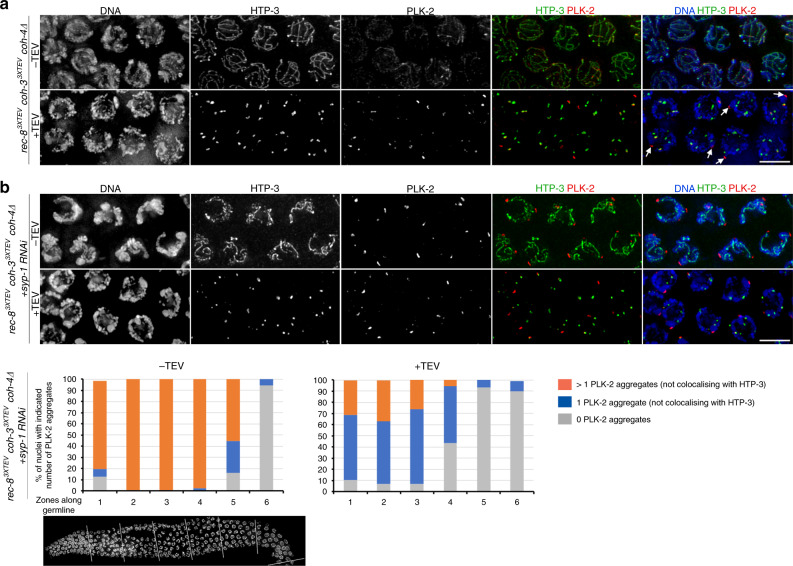
Axial elements contribute to sustain CHK-2 activity. **a** Simultaneous removal of REC-8^3XTEV^ and COH-3^3XTEV^ induces limited formation of PLK-2 aggregates on the nuclear envelope (not colocalising with nuclear aggregates of HTP-3, indicated by arrows). Compare to images in Fig. 3a, b where either REC-8 or COH-3 are removed and multiple PLK-2 aggregates form on the nuclear envelope of pachytene nuclei. Data are representative of two independent experiments. **b** Simultaneous removal of REC-8^3XTEV^ and COH-3^3XTEV^ from *syp-1 RNAi* germlines reduces the number of PLK-2 aggregates on the nuclear envelope. Graphs show quantification of the percentage of nuclei with indicated number of PLK-2 aggregates, germlines were divided into six equal-size regions between meiotic onset and the end of pachytene and three germlines were scored for each condition. Data are representative of two independent experiments. Scale bar = 5 µm in all panels. Source data for graphs in **b** are provided as Source Data file. See also Supplementary Fig. 6.

### Late pachytene nuclei are unable to reactivate CHK-2 upon SC or cohesin removal

In all the experiments described above we noted that cohesin removal (REC-8^3XTEV^ or COH-3^3XTEV^ individually removed) or SC depletion consistently induced reappearance of CHK-2 markers through most of the pachytene region, except for very late pachytene nuclei. For example, we typically observed that 70–80% of nuclei between leptotene and late pachytene became positive for PLK-2 aggregates and DSB-2 staining following cohesin removal or SC depletion, with the remaining 20–30% of nuclei lacking these CHK-2-dependent markers invariably corresponding to the vertical rows of nuclei situated in late pachytene (Figs. 3a–d and 4b, and Supplementary Fig. 4d). In fact, simultaneous visualization of PLK-2 aggregates and COSA-1 foci following REC-8 removal or SC depletion revealed few nuclei displaying both markers (Supplementary Fig. 8a, b). As SC depletion in late pachytene nuclei occurs as efficiently as in earlier stages (Fig. 4a), the inability to reactivate CHK-2-dependent events during late pachytene suggests that nuclei at this stage lose the ability to respond to the presence of unsynapsed chromosomes.

## Discussion

Our findings reveal that nuclei with fully synapsed chromosomes and a normal complement of CO precursors undergo rapid, nucleus-wide, reestablishment of chromosome movement and DSB formation when SC stability is compromised. This process requires de novo CHK-2 activation and causes a dramatic reorganisation of the nucleus that appears to functionally revert pachytene nuclei back to earlier prophase stages, revealing a striking plasticity of the meiotic programme. We identify SC surveillance as the mechanism that regulates CHK-2 activity during pachytene. We also uncover a role for REC-8 and COH-3/4 cohesin in promoting SC stability in pachytene nuclei, as removal of either type of cohesin causes rapid SC disassembly and CHK-2 reactivation. This role of REC-8 and COH-3/4 (Rad21L) cohesin is different from their redundant role in promoting axis assembly at the onset of meiosis^3,49^, evidencing that the contribution of cohesin to landmark meiotic chromosome structures (axial elements and the SC) is more complex than previously thought. Moreover, we also provide evidence that cohesin may be locally regulated around CO sites, reminiscent of the local regulation of SC structure at CO sites^50^. Below, we discuss our findings in the context of a model in which SC surveillance orchestrates meiotic progression by continuously regulating CHK-2 activity (Fig. 8).

**Fig. 8:**
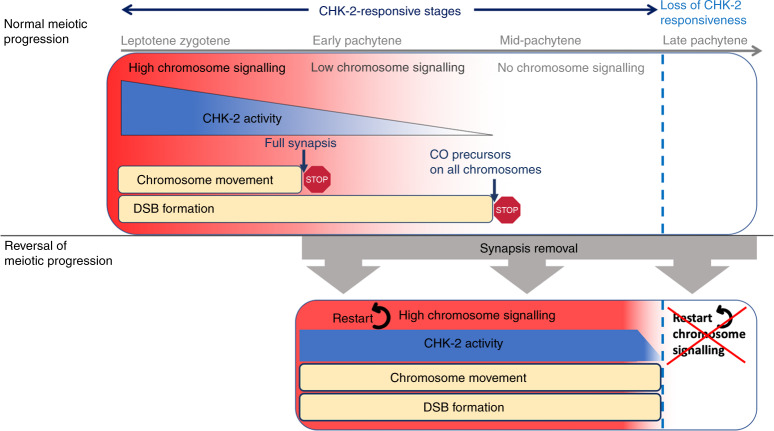
Model: chromosome signalling regulates CHK-2 activity to control meiotic progression. During normal meiotic progression chromosome signalling (red to white gradient) promotes CHK-2 activity (blue to white gradient). The presence of unsynapsed chromosomes during leptotene–zygotene induces high chromosome signalling, which sustains high CHK-2 activity, chromosome movement and DSB formation. Full synapsis causes a reduction of chromosome signalling and CHK-2 activity that terminates chromosome movement (first STOP sign). The formation of crossover precursors on all homologue pairs terminates chromosome signalling, shutting down CHK-2 activity and DSB formation (second STOP sign). Removal of the SC from early and mid-pachytene nuclei, either directly or by cohesin removal, restarts high chromosome signalling, inducing full CHK-2 activity and reactivating chromosome movement and DSB formation. Nuclei that transition to late pachytene lose the capacity to reactivate CHK-2.

In *C. elegans* CHK-2 promotes chromosome movement, DSB formation, and SC assembly at meiotic entrance^13^ and CHK-2 activity is lost gradually; markers of chromosome movement disappear at pachytene entrance, coinciding with full synapsis, while markers of DSB formation disappear at mid pachytene, presumably once all chromosomes have formed CO precursors^9,10,19^. Analysis of mutants with defects in synapsis or CO formation suggest that the termination of chromosome movement at early pachytene and of DSB formation at mid pachytene, which are controlled by checkpoint mechanisms^9,10,14,19^, represent two key functional transitions of meiotic progression that culminate with a nucleus-wide loss in competency for CHK-2-dependent events. However, we now show that nuclei that have progressed normally to mid pachytene undergo rapid reactivation of CHK-2-dependent events when SC stability is compromised. This finding provides important insights into the surveillance mechanisms that regulate meiotic progression.

First, the fact that mid-pachytene nuclei retain full potential for CHK-2 reactivation evidences that the kinase remains present in the nucleus in an inactive, but responsive, status. In principle, CHK-2 inactivation could be achieved by inhibitory signals triggered when all chromosome pairs form CO precursors, or by the extinction of a positive signal that promotes CHK-2 activity until all chromosomes achieve synapsis and form CO precursors. Our findings support the latter hypothesis and suggest that the status of synapsis plays a key role in extinguishing such signal (see below). We propose that meiotic prophase can be divided into two broad functional stages: one spanning between leptotene and late pachytene in which signalling from SC surveillance determines the level of CHK-2 activity, and a second starting in late pachytene in which CHK-2 is permanently shut down independently of SC status (Fig. 8). CHK-2 shut down at late pachytene coincides with a remodelling of axial elements that includes the partial removal of HTP-1 from axial elements^37^, the onset of SC disassembly^51^, and changes in the mode of DSB repair^52^, suggesting that all these events are mechanistically coupled. The “CHK-2 responsive stage” can be further divided into three phases according to the level of CHK-2 activity present in the nucleus. During leptotene/zygotene, high CHK-2 activity promotes chromosome movement, DSB formation, and SC assembly. Then, by early pachytene, once SC assembly is completed, CHK-2 activity decreases to levels that sustain DSB formation but not chromosome movement. Finally, by mid pachytene, once CO precursors are present on all chromosomes CHK-2 activity abates, but nuclei remain competent for CHK-2 reactivation. We propose that similar to Plk1 during mitosis in mammalian cells^53^, specific CHK-2-dependent functions may require different thresholds of kinase activity.

Second, our results uncover the presence of strong CHK-2-counteracting activities in prophase nuclei, which were evident by the rapid disappearance of markers of chromosome movement and DSB formation following CHK-2 depletion. This CHK-2 antagonistic activity is likely executed by phosphatases that dephosphorylate CHK-2 substrates to promote disassembly of the chromosome movement and DSB machineries. In addition, phosphatases could also antagonise CHK-2 directly by promoting dephosphorylation of activating sites, as seen in other organisms^54^. Identifying new CHK-2 substrates will be important to elucidate how the activity of CHK-2 and opposing phosphatases is integrated with the progression of pairing and recombination.

Third, de novo assembly of the chromosome-movement and DSB-formation machinery in the absence of transcriptional changes suggests that components of these complex processes remain present in the nucleus and are responsive to CHK-2 status until late pachytene. How specific substrates are affected by nucleus-wide levels of CHK-2 activity probably depends on complex interactions between CHK-2 and opposing phosphatases, which activity and subnuclear location are also likely to be highly regulated, as observed in the case of mitotic kinases and phosphatases^55^.

Fourth, our findings suggest that throughout the “CHK-2 responsive stage” the level of nucleus-wide CHK-2 activity is largely determined by positive feedback signals emitted from chromosomes. HORMADs bound to axial elements, which can monitor in situ the status of pairing and recombination, are obvious candidates for signal generation^15^, while a soluble pool of these proteins could also participate in the transmission of the signal to generate a nucleus-wide response^47^. Our finding that HTP-1 is required for reactivation of chromosome movement following cohesin removal provides further support for this model. How CHK-2 is activated in *C. elegans* remains unclear, as it lacks the N-terminal SQ/TQ cluster that in other organisms is phosphorylated by ATM and ATR to induce CHK-2 activation^54^, but it may involve dimerisation and autophosphorylation in trans as observed in yeast Mek1^56^. CHK-2 deactivation could be mediated by phosphorylation removal at activating sites, or by phosphorylation of inactivating sites at its FHA domain, as observed in mammalian Chk2^57^. Elucidating how signals from chromosomes and the activity of phosphatases are integrated to implement nucleus-wide control of CHK-2 remains an important goal for future studies.

Two key aspects of our model for feedback regulation of CHK-2 are that surveillance of the chromosomal features responsible for signal generation must operate continuously until late pachytene, and that signal emission can be reactivated if SC stability is compromised during pachytene. *C. elegans* mutants with defects in synapsis arrest at earlier stages (leptotene/zygotene) than mutants deficient in CO formation but competent in SC assembly, which arrest at early pachytene, suggesting that synapsis and CO formation may be differently monitored to feedback on CHK-2^10,19^. However, recent studies show that the state of the SC is modified by the formation of CO precursors^44–46^, opening the possibility that SC state itself may be the feature under surveillance to monitor formation of CO precursors^45^. As such mechanism would operate in a chromosome-autonomous manner, surveillance of SC status can explain how a single homologue pair lacking a CO precursor will keep emitting signals that sustain CHK-2 activity and how such signal will be extinguished once all homologue pairs form CO precursors. We propose that unsynapsed axial elements emit signals that induce/sustain high CHK-2 activity, while synapsed axial elements in the context of homologues lacking a CO precursor emit signals that result in lower CHK-2 activity. Then, recombination-dependent SC stabilisation terminates axis signalling.

Our model requires constant monitoring of SC status between leptotene and late pachytene, which is possible in *C. elegans* because HORMADs remain bound to axial elements throughout pachytene. Mammals also use HORMADs to monitor synapsis^58^, but in contrast to *C. elegans* synapsis triggers ejection of HORMADs from axial elements^59^, thus terminating axis signalling. Despite these differences in HORMADs behaviour, the role of the SC in coupling the formation of CO precursors to the termination of axis signalling may be conserved between worms and mammals, as SC assembly is recombination dependent in mammals.

Studies in different organisms show that synapsis contributes to implement local and chromosome-wide regulation of events such as DSB and CO formation^60–62^. Our study highlights how SC surveillance contributes to integrate pairing and recombination with meiotic progression by ensuring timely and sustained termination of chromosome movement and DSB formation in a nucleus-wide fashion. This role of the SC must be coordinated with its roles in promoting CO formation locally at CO-designated sites^50^, and in limiting DSB and CO formation along paired homologues^44,61^. Thus, signalling coupled to the SC operates in a chromosome-autonomous and nucleus-wide manner to regulate DSB and CO formation, control nuclear organisation, and promote meiotic progression.

## Methods

### *C. elegans* strains and culture conditions

All strains were grown on *E. coli* (OP50) seeded NG agar plates at 20 °C under standard conditions. Unless otherwise indicated, all experiments were performed using young adults at 18–24 h post L4. The N2 Bristol strain was used as wild-type strain. The following alleles were used: LG IV: *htp-1 (gk174), rec-8 (ok978)*, *spo-11 (ok79);* LG V: *coh-3 (gk112), coh-4 (tm1857), syp-2(ok307), chk-2(me64)*. Supplementary Table 1 contains a full list of the strains generated in this study. Strains VC666 [*rec-8 (ok978) / nT1 [unc-? (n754) let-? qls50] (IV;V)*], TY5120 [*coh-3(gk112) coh-4(tm1857) V / nT1 [unc-? (n754) let-? qls50] (IV;V)*], and AV146 [*chk-2(me64) rol-9(sc148)/unc-51(e369) rol-9(sc148)* were used for viability assays.

### Generation of transgenic *C. elegans* strains

Transgenic strains were generated using CRISPR to modify the endogenous locus or single-copy insertions of the desired transgene in strains carrying the MosCI transposon at the *ttTi5605* (chromosome II), *ttTi4348* (chromosome I), or the *oxTi177* (chromosome IV) loci^63^. The *rec-8*^*3XTEV*^*::GFP* transgene was generated by adding a 75 bp fragment encoding for three repeats of the TEV recognition motif (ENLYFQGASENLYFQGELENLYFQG) after REC-8’s Q289 codon in a vector expressing REC-8::GFP under the *rec-8* promoter and 3′ UTR^21^. The *coh-3*^*3XTEV*^*::mCherry* transgene was generated by adding a 75 bp fragment encoding for three repeats of the TEV recognition motif (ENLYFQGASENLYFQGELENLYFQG) after COH-3’s I315 codon in a vector expressing COH-3::GFP under the *coh-3* promoter and 3′ UTR. The *rec-8::AID::GFP* transgene was generated by adding a 135 bp fragment encoding the 35 amino acids of the AID tag^38^ before the start codon of GFP. The *plk-2::GFP* transgene was generated by fusing the endogenous sequence of *plk-2*, including introns, 860 bp of upstream and 1393 bp of downstream sequence to a GFP sequence containing three introns. Supplementary Table 2 contains a list of all transgenes used in this study.

CRISPR-mediated genome editing was performed using preassembled Cas9-sgRNA complexes, single-stranded DNA oligos as repair templates, and *dpy-10* as a co-injection marker as described in^64^. To generate TEV-cleavable versions of REC-8 and COH-3, a 75 bp fragment encoding for three repeats of the TEV recognition motif (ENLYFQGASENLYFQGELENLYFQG) was inserted after REC-8’s Q289 and COH-3’s I315 codons using a single-stranded DNA oligo as repair template (Supplementary Table 3). To generate *chk-2::AID* and *syp-2::AID* alleles we introduced 135 bp encoding the 35 amino acids of the AID tag^38^ before the stop codon of the genes using two single-stranded DNA oligos with a 35 bp overlap as repair templates (Supplementary Table 3). We also used this strategy to generate an *smc-1::AID::GFP* allele by introducing the 135 bp of the AID tag before the start codon of GFP in the *smc-1* (*fq20[smc-1::GFP]*) allele that we generated previously^21^. Supplementary Table 3 offers a full list of CRISPR alleles generated in this study.

### Auxin-mediated protein degradation

All strains used for auxin-mediated protein degradation were homozygous for the *ieSi38* transgene expressing the TIR1 protein under the *sun-1* promoter, which confers efficient germline expression^38^. Auxin treatment was performed by placing young adult worms in seeded NG agar plates containing 1 or 4 mM Auxin for the indicated periods of time.

### TEV protease microinjection

Germline injections were performed in young adult worms at 18–24 h post L4 immobilised in 2% agarose pads and covered with Halocarbon oil 700 (Sigma) using a Narishige IM-31 pneumatic microinjector attached to an inverted Olympus IX71 microscope. Needles were made using borosilicate glass filaments with a 1.0 mm O.D. and 0.58 mm I.D. (BF100-58-10, Sutter Instruments) and a micropipette puller P-97 (Intracell). In all experiments except those displayed in Supplementary Fig. 2a, AcTEV^TM^ Protease (Thermo Fisher, Cat. No. 12575) was used in a mix containing 10U/µl TEV protease in 50 mM Tris-HCl, pH 7.5, 1 mM EDTA, 5 mM DTT, 50% (v/v) glycerol, 0.1% (w/v) Triton X-100. For Supplementary Fig. 2a we used TEV protease from GenScript (Cat. No. Z03030-1000) in a final mix containing 2.5 ng/µl TEV protease in 50 mM Tris, 5 mM DTT, 12.5% glycerol, pH 7.5. In indicated experiments 25 pmol of tetramethyl-rhodamine-5-dUTP (Roche) were added to the injection mix to evaluate the efficiency of germline microinjection by the incorporation of labelled nucleotides into the DNA of germ cells. Following microinjection, worms were rescued from the agarose pad with M9 salt buffer and placed in NG plates with *Escherichia* *coli* OP50 for 3h30’ (unless otherwise indicated) before germline dissection.

### Immunostaining and image acquisition

Germlines from 18 to 24 h post L4 worms were dissected in EGG buffer (118 mM NaCl, 48 mM KCl_2_, 2 mM CaCl_2_, 2 mM MgCl_2_, 5 mM HEPES) containing 0.1% Tween and then fixed in the same buffer containing 1% paraformaldehyde for 5 min. Slides were immersed in liquid nitrogen before removing the coverslip and then placed in methanol at −20 °C for 5 min. Slides were then washed three times for 10 min each in PBST (1x PBS, 0.1% Tween) and then blocked in PBST containing 0.5% BSA for 1 h. Slides were then incubated with primary antibodies diluted in PBST overnight at room temperature. Following three washes of 10 min each in PBST, slides were incubated in the dark at room temperature for 2 h with secondary antibodies diluted in PBST. All secondary antibodies were conjugated to Alexa-488, Alexa-555 or Alexa-647 (Life Technologies) and used at 1:500. Following three washes with PBST, slides were counterstained with DAPI, washed for 1 h in PBST and mounted using Vectashield (Vector). Unless otherwise indicated, all images were acquired as three-dimensional stacks on a Delta Vision system equipped with an Olympus 1 × 70 microscope using a ×100 lens. Images were subjected to deconvolution analysis using SoftWoRx 3.0 (Applied Precision) and images were mounted in Photoshop.

### Super resolution structured illumination microscopy

Immunostaining was performed as described before, but slides were mounted using ProLong Diamond mounting media instead of Vectashield and covered using Zeiss high-performance 0.17 ± 0.005 coverslips. Images were acquired using a Zeiss Elyra S1 SIM microscope, processed with Fiji, and mounted in Photoshop.

### Antibodies used in this study

The following primary antibodies were used at the indicated dilutions: rabbit anti-GFP-488-conjugated (1:200) (Invitrogen, A21311), goat anti-GFP-FITC-conjugated (1:200) (Abcam, ab6662), rat anti-mCherry (1:1000) (Chromotek, 5F8), rabbit anti-COH-3/4 (1:400)^21^, mouse anti-REC-8 (1:100) (Novus Biologicals, 29470002), guinea pig anti-SYP-1 (1:400)^26^, chicken anti-SYP-1 (1:300)^47^, guinea pig anti-HTP-3 (1:800)^32^, rabbit anti-HIM-3 (1:400)^33^, rabbit anti-HTP-1/2 (1:400)^47^, rabbit anti-PLK-2 (1:500)^65^, guinea pig anti-SUN-1 pS12 (1:1000)^19^, rabbit anti-RAD-51 (1:10000) (Novus Biologicals, 29480002), mouse anti-HA (1:200) (Cell Signalling, 23675), rabbit anti-DSB-2 (1:1000)^9^, rabbit anti-HIM-8 (1:500) (Novus Biologicals, 41980002). Phospho-specific antibodies against HIM-8 pT64 (1:400) were produced by injecting rabbits with the synthetic peptide DTPRFSpTPIVPNVC (GenScript). Polyclonal anti-HIM-8 pT64 antibodies were affinity purified by binding to a column containing the phospho-peptide and the specificity of the antibodies was validated by absence of staining in germlines of *chk-2* mutant worms.

### Quantification of RAD-51 foci

Analysis of RAD-51 foci was performed as in^47^. Each germline was divided into 6 equal-size regions, from the beginning of the transition zone (leptotene–zygotene) to the bend of the germline (end of pachytene, beginning of diplotene). The number of foci per nucleus in each region of the germline were quantified. When RAD-51 signals appeared as agglomerates instead of single foci they were categorised as stretches. At least three germlines per genotype and condition were used for quantification of RAD-51 foci and the number of nuclei counted for each zone of the germline is shown on Supplementary Table 4.

### Quantification of PLK-2, HIM-8pT64, SUN-1pS12, and DSB-2 staining

We used the presence of two or more aggregates of PLK-2, HIM-8 pT64, or SUN-1 pS12 on the nuclear envelope as markers of active chromosome movement. To determine the percentage of vertical rows of nuclei displaying these markers we first counted the total number of vertical rows of nuclei between the start of transition zone and the end pachytene. Then, starting from the beginning of transition zone, we identified the last vertical row in which at least 50% of nuclei had two or more aggregates of PLK-2, HIM-8 pT64, or SUN-1 pS12 and counted the number of vertical rows of nuclei included in that section of the germline. The number of vertical rows scored as positive was then normalised to the total number of vertical rows of nuclei in each germline. The same procedure was used to determine the region of DSB-2 positive staining, which we used as a marker of competence for DSB formation. Three germlines per genotype and condition were used for quantification, unless otherwise indicated. In Fig. 7b, PLK-2 aggregates were quantified by dividing the region between meiosis onset and the end of pachytene into six equal-size regions and counting the number of nuclei with 0, 1, or >1 PLK-2 aggregates in each region.

### Western blot

Whole-worm protein extracts were prepared by picking 150 young adult worms of desired genotype into 1X Laemmli buffer and subjecting them to three cycles of freeze-thawing before boiling the samples for 5 min. Protein extracts were run on 10% acrylamide gels (Bio-Rad) and transferred onto nitrocellulose membrane for 1 h at 4 °C. Following 1 h blocking in 1X TBS 0.1% Tween containing 5% dried milk, the nitrocellulose membranes were incubated overnight with rabbit anti-DSB-2^9^ and goat anti-actin (Santa Cruz, SC1616) primary antibodies, used at 1:1000 and 1:3000, respectively, diluted in blocking buffer. After three washes of 10 min each with 1X TBS 0.1% Tween, membranes were incubated for 1 h at room temperature with HRP-conjugated goat anti-rabbit (Jackson Immunoresearch, AB_2307391) (1:5000) and HRP-conjugated donkey anti-goat IgG (Sigma, AP180P) (1:8000) antibodies in blocking buffer. Finally, membranes were washed with 1x TBS 0.1% Tween (three times for 10 min) and treated with ECL^TM^ Western Blotting detection kit (GE Healthcare).

### RNA interference (RNAi)

All RNAi experiments were carried out by feeding worms with HT115 bacteria transformed with a vector for IPTG-inducible expression of dsRNA. *syp-1* RNAi was performed using clone V-10P20 from the Ahringer library. Bacteria containing the *syp-1* vector, as well as empty vector (HT115) control, were both grown overnight at 37 °C in LB with 50 µg/ml ampicillin. Cultures were then centrifugated at 2095 × *g*, collected and resuspended in 1 ml LB, before seeding 100 µl of this culture onto NGM agar plates containing 1 mM IPTG and 25 µg/ml ampicillin. When RNAi experiments were combined with auxin-mediated protein degradation RNAi plates also contained 1 or 4 mM auxin. Plates were incubated overnight at 37 °C to induce the expression of dsRNA. Eggs from the indicated strains were hatched on RNAi plates and maintained in these plates until they became young adults (18–24 h post L4) and were used for experiments.

### Viability screening

L4 worms from the indicated strains were individually picked and transferred onto new plates every 12 h, when the total number of embryos on each plate was counted. The presence of dead embryos (embryonic lethality) was assessed 24 h after the mother had been removed from each plate. Five individual worms from each genotype were scored, and the total number of embryos counted is shown (*n*).

### In vivo imaging

Adult hermaphrodites were immobilised on a slide using a hydrogel-microbead solution similar to previously described protocol^66^. First, adult worms treated for 2 h in OP50 seeded plates containing 1 mM auxin or no auxin controls were placed on a 3 µl droplet containing 0.5 mM levamisole dissolved in S medium to help immobilisation. Next, 7 µl of precooled hydrogel-microbead solution 45% Pluronic F-127 (Sigma ♯P2443) mixed with 30 µm polystyrene microbeads (Sigma ♯84135) were added around the droplet and worms were overlaid with a coverslip containing also 7 µl of precooled hydrogel-microbead solution. Coverslips were sealed using nail polish and imaged immediately in a Delta Vision deconvolution system (Applied precision). 0.8 µm spaced Z-stack images were acquired with a time-lapse of 10 s over 7 min with the following settings: 50% power, 25 ms exposure, ×60 microscope lens and 1024 × 1024 image size.

### Tracking of PLK-2::GFP aggregates movement

Images from mid-pachytene nuclei were acquired as a series of 1 µm spaced Z-stacks, with a time-lapse of 5 s over 7 min (85 frames), and with the following parameters: 50% light intensity, 0.025 s exposure, ×60 objective and image size of 1024 × 1024 pixels. Maximum intensity projections of the Z-stacks were created using Fiji and the Stackreg Fiji plugin was used to align the stack of images. Imaris version 9.5.1 was used to track PLK-2::GFP aggregates applying the following settings: autoregressive motion algorithm, estimated spot diameter 0.3 μm, maximum distance between spots 0.75 μm, maximum gap size between spots 3. The average speed of each PLK-2::GFP aggregate per nucleus was analysed using Graphpad Prism 8 Nested t test, where columns represent each genotype and subcolumns represent different germlines. The distribution of projected speeds for all PLK-2::GFP aggregates inside a nucleus over 7 min was analysed using Excel.

### RNAseq: RNA extraction

Four biological replicates were used for each condition. For each replicate, 50 18–24 h post L4 worms were treated for 4 h in OP50 seeded NG plates containing 4 mM auxin or in control plates without auxin. Next, adult worms were collected into 400 µl of M9 salt buffer in RNase-free tubes. After the worms settled to the bottom, the majority of the M9 was removed. 1 ml of Trizol (Thermo Fisher ♯15596026) and 100 µl of 0.5 mm of glass beads (Sigma ♯Z250465) were added to each tube and immediately frozen at −80 °C. Samples were thawed in ice and bead-beaten with a FastPrep-24 5G instrument (MP Biomedicals) with the following settings: speed 4 m/s, 3 cycles, and run time of 20 s. After the beads settled at the bottom of the tube, the solution was transferred to a new RNase-free tube. 200 µl of chloroform was added and tubes were vigorously mixed by hand for 15 s. Samples were then centrifuged at 12,000 *g* for 15 min at 4 °C and the resulting clear upper-phase was transferred to a new tube, where 500 µl of isopropanol and 1 µl of glycogen were added prior to storing the sample overnight at −20 °C. Next, samples were spun at 12,000 *g* for 10 min at 4 °C, the supernatant was discarded and the pellet washed with 1 ml of fresh 75% ethanol. After 5 min centrifugation at 7500 *g* and 4 °C, ethanol was discarded, pellet briefly air-dried and resuspended with 15 µl of RNase-free water.

### RNAseq: sequencing and analysis

Paired end 100 bp libraries were sequenced on Illumina Hiseq 2500 and Raw basecall files were converted to fastq files using Illumina’s bcl2fastq (version 2.1.7). Reads were aligned to the *C. elegans* genome (ce10) using Tophat2 version 2.0.11^67^ with default parameters. Mapped reads that fell on genes were counted using featureCounts from Rsubread package^68^ version 1.20.6. Generated count data were then used to identify differentially expressed genes using DESeq2^69^ version 1.16.1. Genes with very low read counts were excluded.

RNAseq data set GEO accession number: GSE134989 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134989)

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Supplementary Data 1

Reporting Summary

## Data Availability

RNAseq data set for Fig. 5a can be accessed using GEO accession GSE134989. Source data are provided with this paper. All other relevant data are available within the Article and Supplementary Information files or available from the authors upon reasonable request. *C. elegans* strains generated in this study are available from the corresponding author.

## Source data

Source Data

# Supplementary material for: Surveillance of cohesin-supported chromosome structure controls meiotic progression
**Source:** Nat Commun. 2020 Aug 28;11:4345. doi: 10.1038/s41467-020-18219-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

### File Name: Supplementary Movie 1

**Description:** *In vivo* imaging of the transition zone and early pachytene regions of the germline from a *mScarlet::syp-3; syp-2::AID; fqSi13[PLK-2::GFP]* worm (not treated with auxin). Note the presence of dynamic PLK-2::GFP aggregates (green) on the nuclear envelope of transition zone nuclei at the bottom left corner of the video and the presence of SC tracks (red) on all pachytene nuclei. Filming corresponds to 7 minutes.

### File Name: Supplementary Movie 2

**Description:** *In vivo* imaging of the mid and late pachytene regions (left to right on the video) of the germline from a *mScarlet::syp-3; syp-2::AID; fqSi13[PLK-2::GFP]* worm (not treated with auxin). Note absence of PLK-2::GFP aggregates (green) and the presence of SC tracks (red) on all nuclei. Filming corresponds to 7 minutes.

### File Name: Supplementary Movie 3

**Description:** *In vivo* imaging of the mid and late pachytene regions (left to right on the video) of the germline from a *mScarlet::syp-3; syp-2::AID; fqSi13[PLK-2::GFP]* worm after 2 hours of auxin treatment. Note presence of dynamic PLK-2::GFP aggregates (green) on the nuclear envelope of most nuclei, apart from late pachytene nuclei at the bottom right-hand corner, and the absence of SC tracks (red) on all nuclei. Filming corresponds to 7 minutes.

### File Name: Supplementary Movie 4

**Description:** Zoomed pachytene nucleus from video S3 (*mScarlet::syp-3; syp-2::AID; fqSi13[PLK-2::GFP]* after 2 hours of auxin treatment). Note that PLK-2::GFP aggregates (green) undergo fusion and splitting events.

### File Name: Supplementary Movie 5

**Description:** Tracking of PLK-2::GFP aggregates over 7 minutes at 5 seconds intervals in a pachytene nucleus of *syp-2::AID; fqSi13[PLK-2::GFP]* following 2 hours of auxin treatment. Tracks are colour coded to indicate average speed of the aggregate during the indicated trajectory according to the scale included at the bottom of the movie. A final projection of this movie is shown in Fig. 4d.

### File Name: Supplementary Movie 6

**Description:** Tracking of PLK-2::GFP aggregates over 7 minutes at 5 seconds intervals in a pachytene nucleus of *syp-2(ok307)* mutant carrying the *fqSi13[PLK-2::GFP]* transgene. Tracks are colour coded to indicate average speed of the aggregate during the indicated trajectory according to the scale included at the bottom of the movie. A final projection of this movie is shown in Fig. 4d.

### File Name: Supplementary Data 1

**Description:** **Changes in gene expression of 335 meiotic genes following auxin-mediated depletion of SC component SYP-2 compared to untreated controls.**

**baseMean:** average of the normalized count values for all samples (is a just the average of the normalized count values, dividing by size factors, taken over all samples).

**log2FoldChange:** effect size estimate (Treatment vs Control = how much the gene expression has changed due to Treatment). It is reported as log scale to base 2 (a value of 1.5 means  $2^{1.5} = 2.82$  increase in expression)

**lfcSE:** uncertainty associated with log2FoldChange

**stat:** Wald statistic

pvalue: Two tailed Wald test p-value. probability that observed log2FoldChange would be observed under null hypothesis

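Supplementary Data 1 gives 1 line per meiotic gene with the columns named here. baseMean is the average of a gene's normalised counts over the libraries of the fit, and the Wald statistic is log2FoldChange divided by lfcSE, so that a given fold change carries a smaller p-value the smaller its standard error. For *egl-1* the paper's table gives a baseMean of 22.0, a log2FoldChange of 2.59, an lfcSE of 0.373 and a padj of 3.15e-10. Of its genes, 21 have a padj under 0.05, and *egl-1* alone of these has a change over 2-fold. The padj is missing for 5 genes. DESeq2 1.42.0, run here on the counts of all 16 libraries, gave log2 fold changes within 2.6e-05 of the paper's for every gene of the table. Against edgeR, for the 329 genes in both, Pearson's r across genes was 0.9999 and the median absolute difference in log2 fold change was 0.0431. Genes are not independent replicates, so this r describes the similarity of 2 tools on 1 set of libraries.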

padj: BH adjusted p-values. Fraction of false positives given a gene's pvalue (method = Benjamini-Hochberg)

How the deposited data were processed for this re-analysis (not part of the article)

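RNA was sequenced from whole adult worms in 16 libraries, 4 biological replicates in each of 4 groups: N2 and *syp-2::AID* worms, each with and without 4 h on 4 mM auxin. The authors processed the reads with bcl2fastq 2.1.7, aligned them to ce10 with TopHat2 2.0.11 and counted reads per gene with featureCounts from Rsubread 1.20.6, and the counts they deposited are not normalised. The paper's own tests used DESeq2 1.16.1. Its methods say that genes with very low counts were excluded, but the minimum, the annotation and the strand setting are not given in the sources used here.

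All values reported here were computed from the deposited counts in R 4.3.3. The main test was that of edgeR 4.0.16 (quasi-likelihood, robust, TMM factors) over all 16 libraries as 4 groups, so that every comparison shares 1 estimate of the spread, with a biological coefficient of variation of 0.185. The default filter at 10 counts kept 11776 genes. Comparisons were auxin against no auxin in each strain, the difference between these responses, and untreated *syp-2::AID* against untreated N2 worms. P-values were adjusted by the Benjamini and Hochberg method with a threshold of 0.05. CPM values use the same factors, and the SD is taken over the 4 libraries of a group. Single genes were also compared by an exact two-sided permutation test on CPM. Gene sets were tested with camera of limma 3.58.1 at its preset correlation of 0.01 and again with an estimated correlation. A default prior count of 2 applies where log2 values per library are used. Exon lengths, gene names and overlapping genes came from a WBcel235 annotation, which gave a length for 11543 of the tested genes. No coordinates are reported, since the alignments used another build. In the table, 11 gene names are dates made by a spreadsheet, and these genes are not named.

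The genes named in the text follow a rule with 5 parts. The first takes the genes that the study names in its RNAseq text and figure, *egl-1*, *dsb-2* and *chk-2*, and *syp-2*. The second takes, for each auxin comparison and the difference, the 10 largest rises and 10 largest falls past the threshold at a mean of at least 1 CPM, with groups that do not overlap within a strain. The third takes the genes of Supplementary Data 1 past the threshold here or in the study, whose values in the study's table were seen beforehand. The fourth takes, for each list described, up to 4 members past the threshold with the smallest adjusted p, or the members the study names where none passes. The fifth takes the 5 largest rises and 5 largest falls between the untreated strains, and *sun-1*. The text names some of the genes that the rule allows. *cav-1* falls outside the rule.

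Each script that tests many genes was first tested on simulated data. For the difference between strains, edgeR recovered 5.97% of genes changed by 1.5-fold, 32.8% at 2-fold and 68.2% at 4-fold. For auxin in N2 worms it recovered 32.8%, 62.7% and 87.9%, and for the untreated strains 35.8%, 58.2% and 92.4%. Of 114 genes called by edgeR in the simulated comparison of auxin in *syp-2::AID* worms, 4 were false, and of 150 called by DESeq2, 25 were. With a length trend added to 2 of the treated libraries, 27 of 156 genes called by edgeR were false, and 8 of 137 once the trend was removed.

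The alternatives were RLE, upper-quartile or no factors, cyclic loess, DESeq2 1.42.0, limma-voom, each strain's 8 libraries alone, the 8 untreated libraries alone, no filter beyond 1 count, 10 counts in every library, the replicate number as a block, 1 surrogate variable from sva 3.50.0, robust estimation turned off, and each library left out in turn. A pair of alternatives was added after seeing the data: without auxin replicates 3 and 4 of *syp-2::AID* worms, and with each library's trend with exon length removed. The genes of Supplementary Data 1 were counted, described and set beside the paper's values, but not tested as a set.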

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

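The test of swapped libraries and those of the rise of *egl-1* were chosen after their results were seen, as were the fits without auxin replicates 3 and 4 of *syp-2::AID* worms and with the length trend removed. The tests of the other splits, of embryos and of intestine and the correlations with length were set before their results were seen.

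Auxin replicates 3 and 4 of *syp-2::AID* worms stand apart from the other 14 libraries. The higher of their correlations with exon length was -0.545, which lies outside the 0.0517 to 0.284 of the others, so a trend with transcript length between libraries may account for at least part of the pattern. The deviations are from a mean that includes replicates 3 and 4, so the others are no independent reference. RNA of embryos past their first divisions is argued against by 30 genes first transcribed in early embryos, whose median deviation was -0.42 (95% interval -0.87 to -0.025) in replicate 3 and 0.0151 (95% interval -0.27 to 0.27) in replicate 4. These intervals are over the genes, which are not independent replicates, and do not cover the spread between libraries. A swap with libraries of another group is argued against by *egl-1*, at 2.71 CPM in the lower of replicates 3 and 4 against at most 1.18 CPM in the 12 libraries of the other groups. No other biological explanation was tested, and the labels and the paper give no batch.

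In N2 worms, which the paper does not report on, 640 genes changed with auxin, and in *syp-2::AID* worms 834 genes outside Supplementary Data 1 did (edgeR). A trend with transcript length as the whole cause is argued against by the fit that removed it, where 948 genes changed in N2 worms, 622 of them among the 640. A larger share of intestine is argued against by 12 intestine markers with a median log2 fold change of -0.060 (95% interval over the markers -0.47 to 0.29) in N2 worms. The markers are not independent replicates, so this interval does not cover the spread between libraries. Other tissue shares were not tested for these counts. The median of 30 genes first transcribed in early embryos was 0.97 in N2 and -0.56 in *syp-2::AID* worms, and that of the cuticle collagen genes in N2 worms was -0.69. A response of the worms to auxin, or to another feature of the auxin plates, remains a likely hypothesis, found and tested on the same data. Embryo content stays open for part of the N2 genes.

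*egl-1* and *cht-1*, a chitinase gene, responded to auxin differently in the strains, by 3.08 and -2.09 on the log2 scale in edgeR's test of the interaction. For the rise of *egl-1* in *syp-2::AID* worms, the libraries that stand apart as the source are argued against by the value without them, 2.35 (standard error 0.34), and counting error by the lower Poisson limit of 2.91 CPM with auxin against an upper limit of 0.753 CPM without it. Auxin itself in worms without a tag is argued against by the adjusted p of 0.0304 from edgeR's interaction, which lay between 8.87e-05 and 0.177 over all alternatives and missed the threshold without most single libraries, although the difference stayed between 2.79 and 3.34 without any 1 of them. Loss of SYP-2 may underlie the rise, but auxin acting through TIR1 stays open, since no strain in these data has TIR1 without the tag.

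*cht-1* was at 52.1 ± 18.1 CPM with auxin and 17.8 ± 3.24 CPM without it in N2 worms (SD, n = 4 each) and overlaps *slcf-2*. Its difference kept edgeR's threshold without N2 auxin replicate 4 or without auxin replicate 1 or 3 of *syp-2::AID* worms, and without any other 1 library the adjusted p was 0.0508 to 0.108, in a range of 1.3e-07 to 0.259 over all alternatives. The difference itself stayed between -2.28 and -1.87 without any 1 library. The 30 genes first transcribed in early embryos differed between the strains in the same direction (median -1.53). Whether embryo RNA accounts for the values of *cht-1* was not tested. Between the untreated strains, a comparison the paper does not make, 103 genes differed (edgeR).

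In 18 of 268 groups of 4 libraries, 1 library lay far from the other 3 by Dixon's test, and chance gives about 1 in 20. In N2 auxin replicate 1 this was F33H2.6 at 44.3 CPM. In N2 auxin replicate 2 they were *cyp-35C1* at 70.96 CPM, F44G3.2 at 17.3 CPM, *gst-5* at 83.9 CPM, *gst-4* at 30.3 CPM and the correlation with exon length at 0.0517, and in N2 auxin replicate 4 *dhs-28* at 183 CPM and *maoc-1* at 51.2 CPM. In untreated N2 worms they were *cdr-1* at 0.261 CPM and *spp-8* at 33.5 CPM in replicate 1, *fat-5* at 123.3 CPM in replicate 3, and *fmo-2* at 0.534 CPM, *ugt-22* at 48.4 CPM and *sams-1* at 342 CPM in replicate 4. In auxin-treated *syp-2::AID* worms they were *syp-2* at 28.3 CPM in replicate 1, Y41C4A.11 at 186 CPM in replicate 3 and *cyp-35C1* at 123.3 CPM in replicate 4, and without auxin *elc-1* at 27.9 CPM in replicate 1.

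For auxin in each strain and for the untreated strains, chance is argued against as the source of the count of all genes. No other of the 35 splits of the same 8 libraries gave as many, but 1 in 35 is the smallest share that so few splits allow. With edgeR the real and the highest other counts were 848 and 0 genes for auxin in *syp-2::AID* worms, 640 and 9 for auxin in N2 worms and 103 and 2 for the untreated strains. For meiotic genes they were 14 and 0 in *syp-2::AID* worms, 6 and 0 in N2 worms, and 1 and 0 for changes over 2-fold, but their adjusted p depends on all other genes, so the splits do not show whether the meiotic counts alone exceed chance. For the difference between the strains the real count was 2 and the highest of 100 splits 340, and for meiotic genes 1 and 4. These splits mix treated and untreated worms, so the response to auxin enters the spread, and they do not show whether the real counts exceed chance. Both counts were 0 without most single libraries. The split with 340 genes sets all 4 untreated N2 libraries with 3 treated and 1 untreated *syp-2::AID* libraries against the rest, so it follows a structure of the samples, the response to auxin and the strains together.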

How the results depend on the processing

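The alternatives without auxin replicates 3 and 4 of *syp-2::AID* worms and with the length trend removed were chosen after seeing the data. The rise of *egl-1* in *syp-2::AID* worms kept its direction and its threshold in all 22 alternatives that tested it. Depth limits low genes: at 10 counts in every library *egl-1* was not tested, which explains the 0 meiotic genes over 2-fold there. The cause of the other shifts below was not tested.

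Counts are followed by the genes up and down. Genes changed by auxin in *syp-2::AID* worms (848, 621 up and 227 down) became 1294 with DESeq2 (809 and 485), 393 with the strain's 8 libraries (304 and 89) and 444 without replicates 3 and 4 (319 up), and cyclic loess gave 576 and 404. In N2 worms 640 (470 and 170) became 970 with no factors (876 and 94), 1230 with the 8 libraries (685 and 545), 1642 with these in DESeq2 (803 and 839), 1239 with 1 surrogate variable (768 and 471) and 1577 without replicates 3 and 4 (850 and 727), and removal of the length trend gave 569 and 379. The excess of rises in N2 worms was thus lost with the 8 libraries in DESeq2. For the difference, 2 became 126 with DESeq2, 4 with the length trend removed, 1 with no factors, with 10 counts in every library or without replicates 3 and 4, and 0 with cyclic loess, limma-voom or the surrogate variable. For the untreated strains 103 (80 and 23) became 344 with no factors (327 and 17), 554 with DESeq2 (291 and 263), 278 with the 8 untreated libraries (138 and 140), 753 with the surrogate variable (447 and 306), 1511 without replicates 3 and 4 (625 and 886) and 567 with the length trend removed (239 and 328), so the excess of higher genes turned in the last pair. No factors moved the median of all genes by 0.14 in N2 worms, -0.17 for the difference and 0.13 for the untreated strains.

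Meiotic genes changed in *syp-2::AID* worms (14, 11 up and 3 down) became 9 with RLE factors (5 and 4), 4 with the 8 libraries (3 and 1), 6 with these in DESeq2 (3 and 3), 8 with no filter (5 and 3), 7 with the surrogate variable (5 and 2), 4 without replicates 3 and 4 (3 and 1), 22 with the length trend removed (17 and 5), 5 adjusted over the list alone (4 and 1) and 5 at an unadjusted p under 0.001 (4 and 1). No factors gave 11 and 1, and cyclic loess 7 and 4. In N2 worms 6 (4 and 2) became 14 with no factors (13 and 1), 11 with DESeq2 (4 and 7), 29 with the 8 libraries (7 and 22), 51 with these in DESeq2 (10 and 41), 19 with the surrogate variable (6 and 13), 39 without replicates 3 and 4 (10 and 29) and 15 with the length trend removed (4 and 11). Cyclic loess gave 8 and 1. Falls thus outnumbered rises under 6 of these alternatives. For the difference 1 became 4 with DESeq2 and 0 with no factors, cyclic loess, limma-voom, 10 counts in every library, the surrogate variable or without replicates 3 and 4. Of 9 lists that moved 1 way in both strains, 2 did with an estimated correlation.

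*syp-2* (0.019) turned to -0.022 with RLE factors, -0.023 with DESeq2, -0.022 with the 8 libraries in DESeq2, -0.025 with no filter, -0.0064 with no factors, -0.016 with cyclic loess, -0.0060 with the 8 libraries, -0.039 without auxin replicate 1, -0.033 without untreated replicate 1 and -0.11 with the length trend removed, and with 1 library left out it ranged from -0.039 to 0.058.

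With 1 library left out, counts ranged from 506 to 3170 in *syp-2::AID* worms, 417 to 697 in N2 worms, 0 to 3 for the difference and 26 to 434 for the untreated strains, and for meiotic genes from 4 to 90, 2 to 8, 0 to 1 and, over 2-fold, 1 to 3. *egl-1* ranged from 2.33 to 2.88, *chk-2* from -1.04 to -0.46 and *dsb-2* from 0.22 to 0.34.

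With the replicate block the counts were 602 and 441 in the strains, 0 for the difference and 56 for the untreated strains, and for meiotic genes 5, 3 and 0. The cohesin genes, which camera did not call in *syp-2::AID* worms, passed it with the block (adjusted p = 0.0433, against 0.0524 without it and 0.964 with an estimated correlation). Deviations of same-numbered libraries correlated between -0.37 and 0.09 in *syp-2::AID* worms and between -0.36 and 0.03 in N2 worms, and 1 of 4 and 0 of 4 correlated best with their own number. Between the untreated strains the range was -0.36 to 0.35, and 2 of 4 did. No comparison had every pair above 0.1, so these correlations gave no sign of pairing by number. They cannot exclude it, since the length trend of auxin replicates 3 and 4 could hide a pairing in *syp-2::AID* worms. The labels do not say whether same-numbered libraries were prepared together.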

Differences from the paper's values

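For *syp-2* in *syp-2::AID* worms, the paper's table gives a log2 fold change of -0.023 and the value here is 0.019 (standard error 0.10). Of the alternatives set before the data were examined, the sign is the paper's with RLE factors, no factors, cyclic loess, DESeq2, the strain's 8 libraries in edgeR or DESeq2, no filter, and without auxin replicate 1 or untreated replicate 1. It is not with upper-quartile factors, limma-voom, 10 counts in every library, the replicate block, 1 surrogate variable, robust estimation turned off or any other single library left out.

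The paper's text says that meiotic genes were not significantly altered, while 14 of 329 pass the adjusted threshold here with edgeR, *egl-1* among them, and 315 do not. The paper's own table has 21 genes with a padj under 0.05, which include these 14, and DESeq2 on all 16 libraries calls the same 21. The other 7, with the paper's log2 fold change and padj and then the adjusted p from edgeR here, are *cor-1* (-0.58, 0.0467; 0.0988), *cyb-3* (-0.34, 0.0143; 0.0635), *elc-1* (-0.52, 0.0440; 0.0798), *hus-1* (0.69, 0.0298; 0.0559), *pzf-1* (-0.40, 0.0115; 0.0511), *rme-1* (-0.37, 0.0340; 0.0694) and *skr-1* (-0.16, 0.0279; 0.218). Besides DESeq2, edgeR without auxin replicate 1 or without auxin replicate 2 calls *cyb-3*, *elc-1*, *hus-1*, *pzf-1* and *rme-1*. DESeq2 on the strain's 8 libraries calls *cor-1*, limma-voom calls *cyb-3*, and RLE factors, upper-quartile factors, cyclic loess and edgeR without untreated replicate 4 call *pzf-1*. Removal of the length trend, chosen after seeing the values, calls *skr-1* and *cyb-3* and drops 10 of the 21 genes in the paper's table. The legend of the paper's volcano plot singles out *egl-1* by a change over 2-fold as well as significance. Past both the threshold and 2-fold, *egl-1* is the 1 meiotic gene in the paper's table and here.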

Other observations

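The fits without auxin replicates 3 and 4 of *syp-2::AID* worms and with the length trend removed were chosen after seeing the data. Of 58 cytochrome P450 genes, 31 rose in *syp-2::AID* worms and 29 in N2 worms with edgeR (35 and 37 when adjusted over the list alone, where 1 also fell in N2 worms), among them *cyp-35A3* (log2 fold change 5.71, standard error 0.24, and 4.25, standard error 0.22), *cyp-35A2* (3.02 and 2.74) and *cyp-35C1* (3.50 and 3.43). Of 28 short-chain dehydrogenase genes, 12 and 11 rose (15 and 15 adjusted over the list alone, where 1 also fell in N2 worms), such as *dhs-23* (3.34 and 2.34) and *dhs-28* (1.15 and 0.88). In camera these lists, the P450s and the dehydrogenases, kept their calls with an estimated correlation (adjusted p = 0.00228 and 0.00111, and 0.0188 and 0.0266). Of 50 UDP-glucuronosyltransferase genes, 21 rose and 1 fell in *syp-2::AID* worms and 14 rose and 2 fell in N2 worms (29 and 4, and 26 and 5, adjusted over the list alone), with *ugt-22* (1.88 and 1.99) and *ugt-62* (1.34 and 1.85) among the rises (camera's adjusted p = 0.128 and 0.145 with an estimated correlation). Of 34 glutathione S-transferase genes, 15 rose and 1 fell, and 9 rose and 2 fell (20 and 1, and 12 and 2, adjusted over the list alone), with *gst-5* (2.51 and 2.24) and *gst-4* (1.70 and 2.23) among the rises (camera's adjusted p = 0.173 and 0.211 with an estimated correlation). Without auxin replicates 3 and 4 of *syp-2::AID* worms, 25 P450 genes rose in that strain and 32 in N2 worms. For the dehydrogenases these counts were 10 and 13 (1 fell in N2 worms), for the UDP-glucuronosyltransferases 11 and 18 (2 fell in N2 worms) and for the glutathione S-transferases 10 and 12 (1 and 2 fell), so which strain had more rises turned for each list. F44G3.2 (6.51 and 6.40), the flavin monooxygenase gene *fmo-2* (3.71 and 5.30, and 7.69 in N2 worms without untreated replicate 4, where the other 3 untreated libraries hold 0, 1 and 0 counts), the transporter gene *pgp-1* (2.58 and 2.34) and the cadmium-responsive *cdr-1* (3.44 and 3.06) rose in both strains.

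Of 30 genes for the beta-oxidation of fatty acids, 13 rose and 2 fell in *syp-2::AID* worms and 9 rose and 2 fell in N2 worms with edgeR (16 and 4, and 13 and 4, adjusted over the list alone), including the peroxisomal *daf-22* (1.38 and 0.92) and *maoc-1* (1.53 and 1.35) and, falling, *hacd-1* (-1.56 and -1.04). In camera this list had an adjusted p = 0.128 and 0.211 with an estimated correlation. Without auxin replicates 3 and 4 of *syp-2::AID* worms 12 rose and 2 fell in that strain and 13 rose and 3 fell in N2 worms. The peroxisomal catalase gene *ctl-2* rose by 1.10 and 0.63. *sams-1*, which encodes an S-adenosylmethionine synthetase, fell by 2.27 and 1.56, and *fat-7*, a stearoyl-CoA desaturase gene, by 0.89 and 1.16. Of 6 vitellogenin genes 3 fell in *syp-2::AID* worms, where none fell without auxin replicates 3 and 4 (with all libraries 6 at an unadjusted p under 0.05, 6 with DESeq2 and 5 with limma-voom), and 1 fell in N2 worms (5 without the same replicates), where their median was -0.31 and turned to 0.03 with cyclic loess. Several of these genes overlap another gene (*ugt-22* and *srz-29*, *gst-5* and *nos-1*, *gst-4* and *dhs-12*, *dhs-28* and *gei-15*, *maoc-1* and E04F6.6, *ctl-2* and Y54G11A.7), and the *cyp-35A* and vitellogenin paralogs are similar in sequence.

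The responses of the strains overlapped. Of the 848 genes that changed in *syp-2::AID* worms and the 640 in N2 worms, 283 rose in both (24.8 by chance) and 79 fell in both (3.28 by chance), and none changed in opposite directions. Without auxin replicates 3 and 4 of *syp-2::AID* worms, 272 rose in both (22.2 by chance) and 83 fell in both (7.45 by chance). The count of 848 became 2756 and 3170 without auxin replicate 1 and 2, 510 and 534 without auxin replicate 3 and 4, and 543, 522 and 506 without untreated replicates 1, 2 and 3, and the count of 640 became 417 without untreated replicate 3 of N2 worms.

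In N2 worms 19 cuticle collagen genes fell with auxin (26 without auxin replicates 3 and 4 of *syp-2::AID* worms), 85 did not pass edgeR's test and none rose, nor did any with DESeq2 or limma-voom (33 fell and 1 rose when adjusted over the list alone), among them *col-10* (-2.34, standard error 0.39) and *col-144* (-2.02, standard error 0.36). The list's median was -0.69 (camera's adjusted p = 0.267 with an estimated correlation). In *syp-2::AID* worms 1 rose and none fell with edgeR or limma-voom (23 had an unadjusted p under 0.05, and 5 rose and 3 fell with DESeq2). No collagen gene passed edgeR's test of the difference between the strains (34 had an unadjusted p under 0.05, 10 passed with DESeq2 and none with limma-voom). For 30 genes first transcribed in early embryos the median difference between the strains was -1.53, and none passed with edgeR (17 had an unadjusted p under 0.05, 4 passed with DESeq2 and none with limma-voom).

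Among the 103 genes that differed between untreated worms, 80 were higher and 23 lower in the *syp-2::AID* strain with edgeR. This balance was near level with DESeq2 or the 8 untreated libraries alone, and it turned without auxin replicates 3 and 4 or with the length trend removed. Y41C4A.11 was higher by 2.81 on the log2 scale (standard error 0.28; 163 ± 47.8 against 23.3 ± 2.43 CPM, SD, n = 4 each). *lea-1*, which overlaps *acl-2*, was lower by 1.01 (standard error 0.16). *sun-1*, whose promoter drives TIR1 in the degron strain, was at 88.2 ± 4.12 CPM against 114 ± 7.44 CPM in N2 worms (SD, n = 4 each; log2 fold change -0.37, adjusted p = 0.0638 from edgeR). Without N2 replicate 4 its adjusted p was 0.0397, in a range of 0.00348 to 0.219 over all alternatives. The count of 103 became 28, 32, 46 and 434 without N2 replicates 1, 2, 3 and 4 and 201, 44, 31 and 26 without *syp-2::AID* replicates 1, 2, 3 and 4.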
